# Transcriptional Regulation by the Velvet Protein VE-1 during Asexual Development in the Fungus Neurospora crassa

**DOI:** 10.1128/mbio.01505-22

**Published:** 2022-08-01

**Authors:** Sara Cea-Sánchez, María Corrochano-Luque, Gabriel Gutiérrez, N. Louise Glass, David Cánovas, Luis M. Corrochano

**Keywords:** conidiation, light, RNA-seq, velvet complex, transcriptional regulation

## Abstract

Asexual reproduction in fungi facilitates the dispersal and colonization of new substrates and, in pathogenic fungi, allows infection of plants and animals. The velvet complex is a fungus-specific protein complex that participates in the regulation of gene expression in response to environmental signals like light, as well as developmental processes, pathogenesis, and secondary metabolism. The velvet complex in the fungus Neurospora crassa is composed of three proteins, VE-1, VE-2, and LAE-1. Mutations in *ve-1* or *ve-2*, but not in *lae-1*, led to shorter heights of aerial tissue, a mixture of aerial hyphae and developing macroconidia, and increased microconidiation when they were combined with mutations in the transcription factor gene *fl*. VE-2 and LAE-1 were detected during vegetative growth and conidiation, unlike VE-1, which was mostly observed in samples obtained from submerged vegetative hyphae. We propose that VE-1 is the limiting component of the velvet complex during conidiation and has a major role in the transcriptional regulation of conidiation. Characterization of the role of VE-1 during mycelial growth and asexual development (conidiation) by transcriptome sequencing (RNA-seq) experiments allowed the identification of a set of genes regulated by VE-1 that participate in the regulation of conidiation, most notably the transcription factor genes *vib-1* and *fl*. We propose that VE-1 and VE-2 regulate the development of aerial tissue and the balance between macro- and microconidiation in coordination with FL and VIB-1.

## INTRODUCTION

Asexual reproduction in fungi facilitates the dispersal and colonization of new substrates and is a key step in the infection of plants and animals by pathogenic fungi. Although the formation of vegetative spores or conidia is a conserved fungal trait, the molecular mechanisms and the regulatory genes that participate in asexual development show differences among fungi (1–7). Two types of vegetative spores, or conidia, have been described in the ascomycete Neurospora crassa: macroconidia and microconidia. Macroconidia are large and multinucleate, while microconidia are smaller and uninucleate. Macroconidia are produced abundantly under most growth conditions, but microconidia are only observed under specific growth conditions, including high humidity, low temperature, and limited nutrients (8, 9). We will use the terms macroconidia and conidia interchangeably, as they are the most easily observed and most frequently used type of N. crassa conidia.

Macroconidiation is usually induced by desiccation, through the transfer of cultures from liquid to an air interface, and a reduction of nutrients. In addition, macroconidiation is regulated by light, the levels of CO_2_, and the circadian clock (5, 8). During macroconidiation, vegetative hyphae lift up from the surface substrate and develop a mass of aerial hyphae that leads to the development of a string of conidia held together by connective threads until they are dispersed by air currents (10). Single microconidia, on the contrary, are produced by budding of vegetative hyphae and have been proposed to serve as male fertilization cells during the sexual cycle (9). Mutations that block macroconidiation do not modify microconidiation, although conidiation (*con*) genes isolated by their expression during macroconidiation are also detected in microconidia (11). Several genes that participate in the regulation of macroconidiation have been identified by mutations that block this developmental pathway. A key regulatory gene is *fl*, which encodes a Zn_2_Cys_6_ binuclear zinc cluster domain transcription factor (TF) (12). Overexpression of *fl* in vegetative mycelia leads to macroconidiation in submerged cultures, and FL binding sites have been identified in genes regulated by FL, such as the gene *eas*, encoding the hydrophobin that coats macroconidia (13, 14). The gene *fl* is induced by light in a process regulated by binding of the light-dependent transcription factor complex white collar complex (WCC) to the promoter. It has been proposed that the activation of *fl* by light is a key element in the regulation by light of macroconidiation (15).

The velvet complex is a fungus-specific protein complex that participates in the regulation of conidiation in many fungi (16, 17). The activity and regulation of the velvet complex have been described in detail in Aspergillus nidulans. The A. nidulans velvet complex is composed of three proteins, VeA, VelB, and LaeA (18). VeA and VelB contain a 150-amino-acid (aa) velvet domain that participates in protein-protein interactions and DNA binding. The structure of the velvet domain resembles the DNA-binding fold of the mammalian transcription factor NF-κB (19). It has been proposed that the velvet complex regulates transcription by DNA binding to promoters and chromatin modification (20). In A. nidulans, the components of the velvet complex are observed in the cytoplasm and nuclei. VeA and VelB interact with each other, and VeA also interacts with the importin KapA to enter the nucleus in a process that is regulated by light (21). The third component of the velvet complex is LaeA, a methyltransferase that is required for the regulation of secondary metabolism (18, 22). Other methyltransferases, kinases, and photoreceptors interact with components of the velvet complex, presumably to regulate its activity (20, 23, 24). In addition, VosA, which also contains a velvet domain, interacts with VelB to regulate spore maturation and viability in A. nidulans (25, 26). The velvet gene family also includes a fourth member, *ve-3*/*velC*, which belongs to a nonmonophyletic group of velvet genes (6). In A. nidulans, VelC is a negative regulator of conidiation and a positive regulator of sexual development (27), while in N. crassa, VE-3 appears to have a truncated velvet domain and is not a component of the velvet complex (28).

The velvet complex in N. crassa is composed of VE-1, VE-2, and LAE-1. They interact in vegetative hyphae to form a complex that participates in the regulation of sexual and asexual development, secondary metabolism, and the accumulation of carotenoid pigments (28). Strains with mutations in *ve-1*, *ve-2*, or *lae-1* showed reduced sexual development, but alterations in asexual development (shortened aerial hyphae and increased conidiation) were observed in *ve-1* or *ve-2* mutant strains only (28). Mutations in the genes encoding components of the velvet complex resulted in changes in the accumulation of secondary metabolites, including the siderophore coprogen, and of carotenoids. Transcriptome sequencing (RNA-seq) analysis performed in liquid cultures under growth conditions that promoted the accumulation of secondary metabolites identified a set of about 1,500 genes regulated by VE-1 (28). Heterologous expression of *ve-1* and *ve-2* complemented the phenotypes of A. nidulans mutants with mutation of *veA* or *velB*, respectively. Similarly, the expression of A. nidulans *veA* in the N. crassa *ve-1* mutant restored the wild-type phenotype (28).

VE-1 has been observed in the cytoplasm and nuclei of vegetative hyphae, and the nuclear accumulation of VE-1 increases during conidiation. In addition, VE-1 is degraded by the proteasome during conidiation, but the degradation of VE-1 is regulated by light, presumably to allow a quick transcriptional response to changes in light intensity during conidiation (29). It is not known how VE-1 and the other components of the velvet complex interact and regulate transcription during conidiation. The other velvet protein, VOS-1, was found to interact with VE-1 and VE-2, but no phenotype in conidial development was found in N. crassa (28).

Here, we characterized the role of VE-1 in transcriptional regulation during mycelial growth and during conidiation by RNA-seq experiments performed with cultures kept in dark or exposed to light. We propose that VE-1 is the limiting component of the velvet complex during conidiation and that it has a major role in the transcriptional regulation of the developmental process of conidiation.

## RESULTS

### The *ve-1* and *ve-2* genes are required for aerial growth and conidiation.

Initial studies have shown that the absence of VE-1 led to a light-dependent shortening of aerial tissue, a mixture of aerial hyphae and developing macroconidia, that required the activity of the photoreceptor WC-1 (29). This observation, together with the proposed role of the velvet complex in the regulation of asexual development in N. crassa (28), prompted us to further characterize the roles of VE-1 and VE-2 in the growth of aerial tissue, the amounts of conidia in single and double deletion mutants, and their possible regulation by light. Aerial tissue is defined by the growth of conidiating hyphae away from the supporting mycelia in glass tubes with solid agar medium. We observed a 25% reduction in the length of aerial hyphae in the wild-type strain grown under illumination. Shorter aerial hyphae were observed in Δ*ve-1* and Δ*ve-2* mutant strains than in the wild type both in the dark and the light (Fig. 1A). A reduction in the growth of aerial tissue has been reported for a strain with reduced adenylyl cyclase activity, a *cr-1* mutant. The growth of aerial tissue in this mutant was restored after the addition of cAMP to the growth medium (30), but supplementation with cAMP did not restore the growth of aerial tissue in Δ*ve-1* or Δ*ve-2* mutant strains (Fig. S1A in the supplemental material). In the wild-type strain, conidiation was increased 3-fold by light exposure. In addition, Δ*ve-1* and Δ*ve-2* mutant strains displayed 3.2- and 3.3-fold higher conidiation levels, respectively, but only in cultures kept in the dark (Fig. 1B). The Δ*vos-1* mutant did not show any alteration in the growth of aerial tissue or conidial production and behaved like the wild-type strain under all conditions. Deletion of *vos-1* did not alter the phenotypes of either the Δ*ve-1* or the Δ*ve-2* mutant strain, and the double Δ*ve-1* Δ*ve-2* mutant displayed the same short-aerial-tissue phenotype and increase in conidiation in the dark (3.5-fold higher than the wild type) as the corresponding single mutants (Fig. 1). Deletion of *ve-2*, *vos-1*, or both did not affect the viability of conidia in N. crassa, unlike in A. nidulans (Fig. S1B) (25, 26). Our results support the proposal that the absence of either VE-1 or VE-2 disrupts the activity of the velvet complex, resulting in alterations in the growth of aerial tissue and of conidiation in the dark.

**FIG 1:**
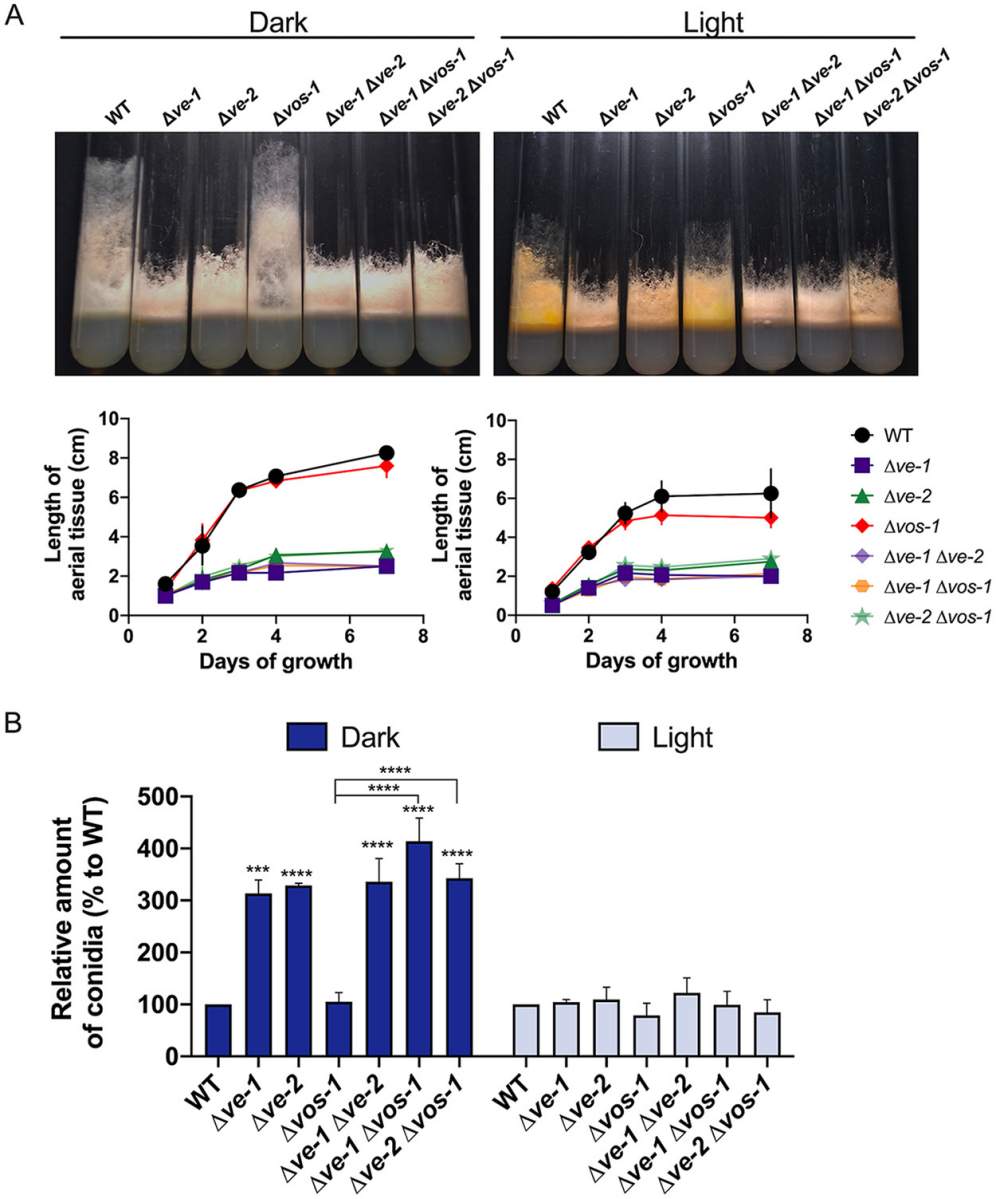
Mutants with mutations in *ve-1* and *ve-2* have defects in aerial tissue and increased conidiation. (A) Photographs of growth tube phenotypes of the wild type, Δ*ve-1*, Δ*ve-2*, and Δ*vos-1* mutants, and double deletion mutants after 3 days of growth at 30°C in the dark or the light. Graphs show the lengths of aerial hyphae over time in the wild type and the mutants in the light or the dark. (B) Relative amounts of conidia produced by the wild type and single and double deletion mutants. Conidia were collected from cultures grown in the dark and the light at 30°C for 3 days, and the amounts plotted relative to the amount produced by the wild type in the dark or the light. The wild-type strain produced 1.5 × 10^8^ conidia/tube in the dark compared to 4.7 × 10^8^ conidia/tube in the light. The plots show the mean values and standard errors from three independent experiments. Two-way analysis of variance (ANOVA) comparisons were performed between the values for all strains. Statistical significance is shown only for comparisons between the wild-type and single mutant strains and between every combination of a single mutant with the corresponding double mutant strains (Δ*ve-1* versus Δ*ve-1* Δ*ve-2*, Δ*ve-1* versus Δ*ve-1* Δ*vos-1*, etc.). Significant differences are indicated by asterisks, as follows: *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

10.1128/mbio.01505-22.1 FIG S1 Growth tube phenotypes and viability of conidia. (A) Photographs of culture tube phenotypes of wild type and mutants with cAMP supplementation. The graph on the right shows aerial tissue lengths in the wild-type, Δ*ve-1*, Δ*ve-2*, and Δ*ve-1* Δ*ve-2* strains after 5 days of growth at 30°C in the light with 2.5 mM cAMP, presented as the mean values and standard errors from three independent experiments. (B) Conidial samples from the wild type and the Δ*ve-2*, Δ*vos-1*, and Δ*ve-2* Δ*vos-1* mutant strains were collected and stored at 4°C for 0 to 21 days. Conidial viability was assayed by plating diluted samples and assessing the number of colonies after 2 days of growth at 34°C from each sample associated with the period of storage at 4°C. The plot shows the viability of conidia stored at 4°C relative to the viability observed at the time of collection from each strain as the average value and standard error from three experiments. (C) Photographs of culture tube phenotypes of wild-type, Δ*ve-1*, Δ*ve-2*, Δ*lae-1*, *ve-1^FLAG^*, *ve-2^FLAG^*, and *lae-1^FLAG^* strains after 3 days of growth at 30°C in the light. The graph on the right shows the lengths of aerial tissue of the wild-type and other strains, presented as the mean values and standard errors from three independent experiments. Two-way ANOVA: *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001. Download FIG S1, JPG file, 0.3 MB. Copyright © 2022 Cea-Sánchez et al. 2022 Cea-Sánchez et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### VE-1 and VE-2 localize to nuclei and cytoplasm of aerial tissue.

The role of the velvet complex in asexual development suggested that it could be present in the nuclei of aerial tissue to regulate transcription. We have previously reported the presence of the velvet complex in the nuclei and cytoplasm of vegetative hyphae (28) and the accumulation of VE-1 in the nuclei and cytoplasm of aerial tissue in a light-regulated manner (29). To characterize the accumulation of mRNAs and proteins during conidiation, we collected samples from vegetative mycelia cultured in liquid medium (submerged vegetative mycelia) prior to the induction of conidiation. To induce conidiation, we transferred vegetative mycelia to the surface of a solid medium plate. Fifteen hours after the induction of conidiation, we collected samples from the supporting vegetative mycelia (M15) and from aerial tissue (A15) for RNA and protein quantification. In some cases, we further separated mature conidia (C) from aerial hyphae (AH) to characterize the protein content from each developmental structure (Fig. 2A). For RNA quantification, we used the wild-type strain, and for protein quantification, we employed strains with alleles of *ve-1* or *ve-2* fused to the coding sequence of the FLAG epitope to allow immunodetection by Western blotting. Each new allele, *ve-1^FLAG^* and *ve-2^FLAG^*, replaced each wild-type allele and was under the control of the original promoter. The growth of strains with the *ve-1^FLAG^* or *ve-2^FLAG^* alleles was similar to that of the wild-type strain (Fig. S1C).

**FIG 2:**
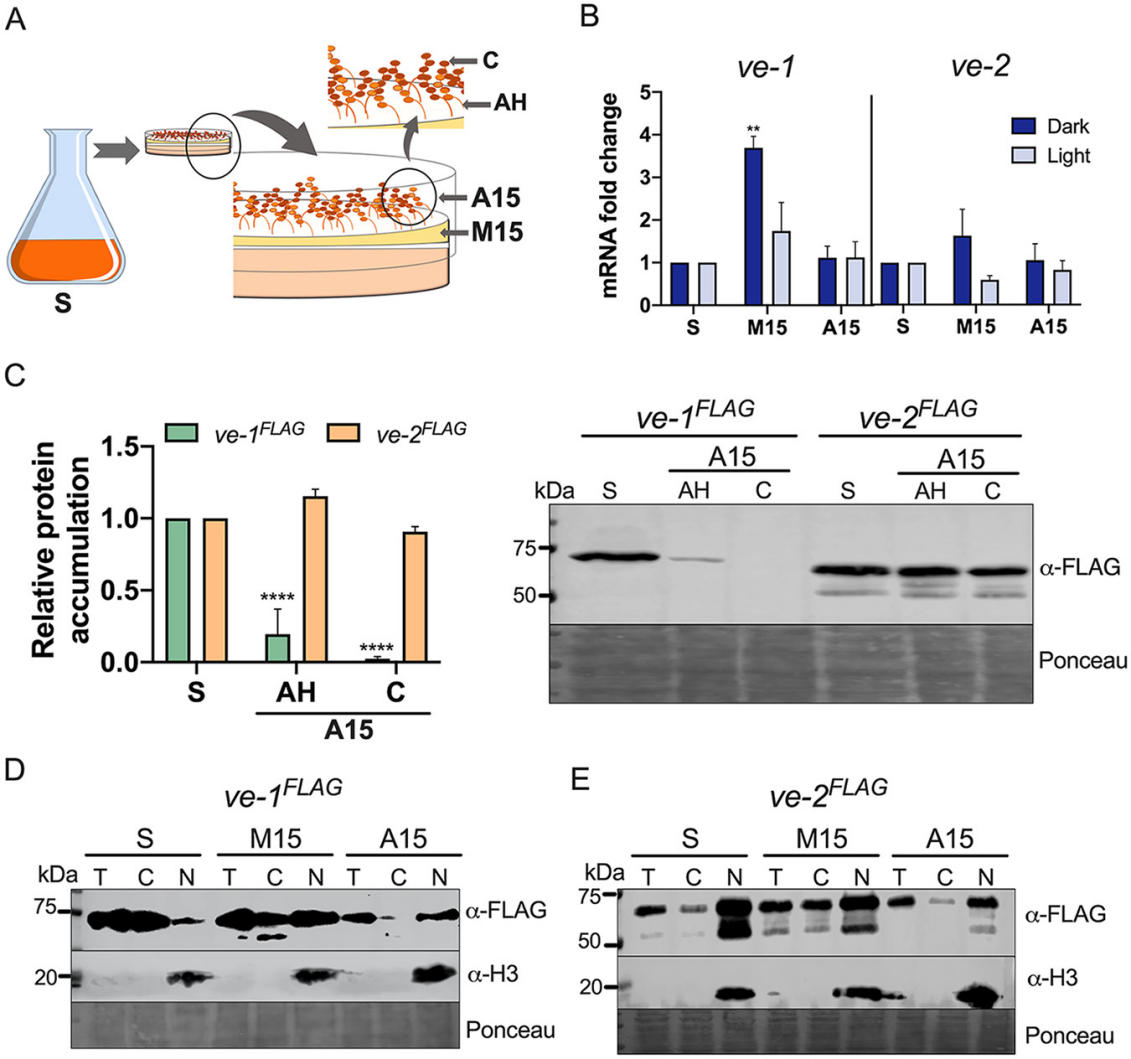
Accumulation and subcellular localization of VE-1 and VE-2 during asexual development. (A) Samples from cultures kept in the dark or the light were obtained from mycelia growing vegetatively in submerged liquid medium for 24 h (submerged vegetative mycelia [S]), from supporting vegetative mycelia after 15 h of induction of conidiation (M15), and from aerial tissue after 15 h of induction of conidiation (A15). Aerial hyphae (AH) and conidia (C) were separated from aerial tissue (A15) by centrifugation. (B) Relative levels of accumulation of *ve-1* and *ve-2* mRNAs during asexual development. Quantitative RT-PCR experiments were performed to measure relative levels of accumulation of mRNAs in three different stages of development. The results were normalized to the corresponding *tub-2* mRNA accumulation to correct for sampling errors. Then, the results were normalized to those obtained with submerged vegetative mycelia growing in liquid medium for 24 h (S). (C) Accumulation of VE-1 and VE-2 proteins during conidiation in the light. We used the *ve-1^FLAG^* and *ve-2^FLAG^* strains. Proteins were separated by SDS-PAGE and hybridized with an antibody specific for FLAG. An amount of 70 μg of protein was loaded per lane. As a loading control, we used Ponceau staining of each protein sample. (D) Subcellular localization of VE-1 during conidiation in the dark. We used the *ve-1^FLAG^* strain. Total protein samples (T) or samples enriched in cytoplasmic (C) or nuclear (N) proteins were separated by SDS-PAGE and hybridized with antibodies specific for FLAG or histone H3. An amount of 80 to 120 μg of protein was loaded per lane. As a loading control, we used Ponceau staining of each protein sample. (E) Subcellular localization of VE-2 during conidiation in the light. We used the *ve-2^FLAG^* strain. Total protein samples (T) or samples enriched in cytoplasmic (C) or nuclear (N) proteins were separated by SDS-PAGE and hybridized with antibodies specific for FLAG or histone H3. An amount of 70 μg of protein was loaded per lane. As a loading control, we used Ponceau staining of each protein sample. Plots show the mean values and standard errors of three independent experiments. Two-way ANOVA: *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

The *ve-1* and *ve-2* mRNAs were observed in vegetative mycelia (both submerged vegetative mycelia [S] and supporting vegetative mycelia [M15]) and aerial tissue (A15). We did not detect any major difference between these developmental stages, regardless of the light condition, except for an increase in the amount of *ve-1* mRNA in supporting vegetative mycelia in the dark (Fig. 2B). We confirmed the detection of VE-1 and VE-2 in submerged vegetative mycelial samples, but the amounts of VE-1 in aerial hyphae and conidia were reduced, unlike VE-2, which accumulated in similar amounts in submerged vegetative mycelia, aerial hyphae, and conidia (Fig. 2C). Light exposure did not modify the pattern of VE-2 accumulation (Fig. S2).

10.1128/mbio.01505-22.2 FIG S2 Accumulation of VE-1, VE-2, and LAE-1 during conidiation. Protein samples were obtained from submerged vegetative mycelia (S) or supporting vegetative mycelia 15 h (M15) or 24 h (M24) following transfer from liquid medium to the surface of an agar plate with minimal medium to induce conidiation. Aerial tissue was collected after 15 h (A15) or 24 h (A24) of induction of conidiation. Cultures were kept in the dark or the light or grown in the dark and exposed to 30 min of light prior to collection of aerial tissue. We used the *ve-1^FLAG^*, *ve-2^FLAG^*, and *lae-1^FLAG^* strains. Proteins were separated by SDS-PAGE and hybridized with an antibody specific for FLAG. An amount of 70 μg of proteins was loaded per lane. As a loading control, we used Ponceau staining of each protein sample. Download FIG S2, JPG file, 0.4 MB. Copyright © 2022 Cea-Sánchez et al. 2022 Cea-Sánchez et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

VE-1 was detected in the cytoplasmic and nuclear fractions in protein samples obtained from vegetative mycelia (submerged and supporting vegetative mycelia) and aerial tissue, despite the low abundance of this protein in aerial tissue (Fig. 2D). We observed more VE-2 in nuclear than in cytoplasmic fractions in the light (Fig. 2E), but the accumulation of VE-1 in nuclear fractions was mostly observed after the induction of conidiation in the dark (Fig. 2D), as we previously reported in light-exposed cultures (29). Our observations on the abundances and the nuclear localization of VE-1 and VE-2 suggest that VE-1 is the limiting component of the velvet complex and that the regulation of its abundance and subcellular localization plays a key role in the activity of the velvet complex during asexual development.

### Transcriptomic comparisons identified genes regulated by VE-1.

The alterations in aerial hyphal growth and conidiation observed in the Δ*ve-1* mutant, together with our previous proposal that VE-1 is required for full light-dependent transcription along with the WCC (29), prompted us to characterize the role of VE-1 in transcription using RNA-seq experiments. To characterize the transcriptional response to light in vegetative mycelia, cultures of the wild-type and Δ*ve-1* strains were grown in liquid medium for 47.5 h in the dark, followed by 30 min of growth in the light or being kept in the dark as a control, prior to mRNA purification from vegetative mycelia (light regulation experiments). 

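For the light regulation experiment, 8 libraries were sequenced, with 2 biological replicates for each strain and light condition. The mycelia were grown for 48 h at 22°C (V), and the light-exposed cultures received light for the last 30 min. The authors preprocessed the single-end reads of 100 nucleotides, mapped them to the NC12 assembly of the OR74A genome and counted them over the exons of each gene with SeqMonk, assuming opposing-strand specificity. They deposited raw read counts without normalization for 9758 genes. Each library of V held between 16450372 and 21885041 counts. The group medians were 16874534.5 for the wild type in the dark, 17015926 for the wild type in the light, 20112999 for the Δ*ve-1* mutant in the dark and 18795827 for the mutant in the light. At these totals, 3 counts, taken as the smallest amount that the depth can show, corresponded to 0.182 CPM in the library with the fewest counts and to 0.137 in the library with the most. These floors cover counting error only. mRNA accumulation is given as the mean ± SD of the replicates, in counts scaled to library size (CPM) with the TMM method of edgeR. Between the replicates of a group, the log_2_ ratios of the genes had an SD between 0.330 and 0.455. The strains and light conditions were compared with the quasi-likelihood test of edgeR on the counts of all 8 libraries, for the 7760 genes that passed the filter on low counts. *P* values were adjusted by the Benjamini-Hochberg method.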

Under these conditions, mycelia grew vegetatively and did not form conidiophores. To characterize the transcriptional response to conidiation, the wild-type and Δ*ve-1* strains were grown in liquid medium for 24 h in the dark, transferred to solid medium to induce conidiation, and further incubated for 15 h in the dark or for 14.5 h in the dark followed by 30 min of exposure to the light prior to mRNA purification from aerial tissue (developmental regulation experiments) (Fig. 3A). 

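The developmental regulation experiment was analyzed from 16 libraries. Submerged vegetative mycelia grown for 24 h in the dark (S), the starting point of conidiation, were sequenced in 4 replicates per strain, and aerial tissue 15 h after induction (A15) in 2 replicates for each strain and light condition. The deposited values were raw counts made in the same way as those of V. Totals ranged from 14010994 to 16919386 counts in S and from 14697083 to 17899090 in A15, so that 3 counts corresponded to between 0.168 and 0.214 CPM over these libraries. The group medians were 14877612.5 and 15469630.5 counts in S for the wild type and the Δ*ve-1* mutant, 17044979 and 15725272.5 in A15 in the dark, and 15014443.5 and 15463450 in A15 after light. Reads of the hydrophobin gene *eas* made up between 4.07% and 17.4% of the counts of an A15 library and at most 0.0451% of those of a V or S library. The SD of the log_2_ ratio between replicates was 0.442 to 1.08 in A15 and 0.417 to 1.34 in S; the lower ends of these ranges overlap that of V. The common dispersion estimated by edgeR, the squared coefficient of variation that counting error does not explain, was 0.021 in V, 0.118 in A15 and 0.153 over S and A15 together. The strains and light conditions were compared within the 8 libraries of A15, with 8193 genes tested, and A15 was compared with S within all 16 libraries, with 8239 genes tested. With TMM scaling, the median log_2_FC of all genes lay between −0.03 and 0.10 in these comparisons. With the counts scaled by library size alone, it moved to −0.19 and −0.17 for the mutant against the wild type in A15 in the dark and the light, and to 0.18 and 0.22 for light against dark in A15 of the wild type and the mutant. For A15 against S, it moved to 0.44 and 0.36 in the dark and to 0.64 and 0.54 in the light, for the wild type and the mutant, respectively.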

We considered differentially expressed genes (DEGs) to be those showing differences in mRNA accumulation with a log_2_ fold change of 2 or more (log_2_FC ≥ 2).

**FIG 3:**
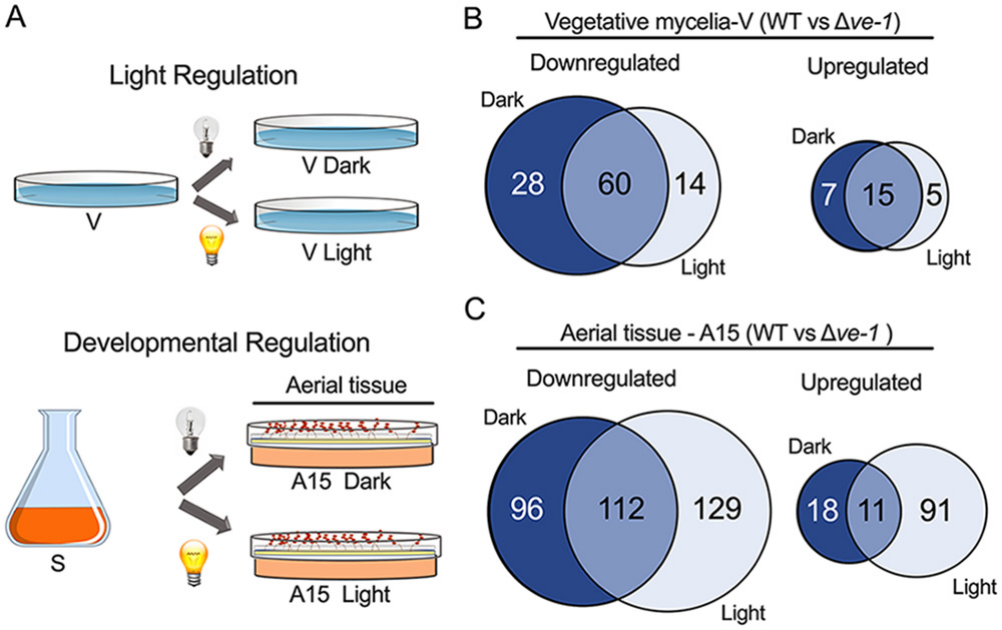
Comparison of transcriptional regulation during vegetative growth and conidiation in response to light. (A) Schematic representation of the experimental conditions for the characterization of the light-dependent transcriptome during vegetative growth (top) and the transcriptome during asexual development (bottom). For the characterization of the light-dependent transcriptome during vegetative growth (Light Regulation), submerged vegetative mycelia of the wild-type and Δ*ve-1* strains were grown in liquid medium for 48 h at 22°C (V) and then exposed to light (30 min) (V Light) or kept in the dark as a control (V Dark). For the characterization of the transcriptome during asexual development (Developmental Regulation), submerged vegetative mycelia were grown at 30°C for 24 h in liquid medium and transferred to the surface of a plate containing solid minimal medium to induce asexual development. The aerial tissue (containing aerial hyphae and developing conidia) was collected 15 h after induction of conidiation. The aerial tissue was exposed to light (30 min) prior to sample collection (A15 Light) or kept continuously in the dark (A15 Dark). (B, C) Transcriptional regulation by VE-1. (B) Venn diagrams with the numbers of genes with differential levels of mRNA accumulation in vegetative mycelia of the Δ*ve-1* mutant strain compared to those of the wild-type strain in the dark or after exposure to 30 min of light. (C) Venn diagrams with the numbers of genes with differential levels of mRNA accumulation in aerial tissue of the Δ*ve-1* mutant strain compared to that of the wild-type strain in the dark or after exposure to 30 min of light.

To identify genes that changed their mRNA accumulation levels in the Δ*ve-1* mutant strain regardless of their regulation by conidiation and/or light, we made direct comparisons of mRNA accumulation levels in the wild-type and Δ*ve-1* strains for all expressed genes under all conditions.

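The deleted gene itself, *ve-1* (NCU01731, chromosome II, 2607929 to 2611456), gave a check of the strain labels. In V, its mRNA was at 2.93 ± 0.772 CPM in the mutant and 129 ± 0.466 in the wild type in the dark (n = 2 each), a log_2_FC of −5.44 (standard error 0.176). After light, it was at 6.4 ± 0.115 against 199 ± 8.17 (n = 2), a log_2_FC of −4.95. In A15, the means were 2.64 ± 1.16 against 179 ± 11.6 in the dark (n = 2) and 0.977 ± 0.0854 against 237 ± 33.2 in the light (n = 2). The log_2_FC was −6.09 (adjusted *P* = 0.00231) and −7.91 (adjusted *P* = 0.000647), respectively, from edgeR. *ve-1* thus passed the threshold for DEGs, an absolute log_2_FC of at least 2 and an adjusted *P* value under 0.001, in V and in A15 after light but not in A15 in the dark. DESeq2 called it there, both on the same libraries and on only the groups compared, as did edgeR without the filter, with library size only or at an adjusted *P* value under 0.05. Its adjusted *P* value in dark A15 ran from 5.17e-43 to 0.00486 over the 9 alternatives. Up to 123 reads of *ve-1* were counted in a library of the mutant in these conditions.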

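In V, 53 genes passed both thresholds between the strains in the dark, 44 with less mRNA in the Δ*ve-1* mutant and 9 with more, and 47 genes after light, 36 with less and 11 with more. The union was 58 genes, 47 downregulated and 11 upregulated. The light conditions shared 33 downregulated and 9 upregulated genes, and 11 downregulated genes were called only in the dark. NCU00265 and NCU01926, upregulated, and NCU05567, NCU07022 and NCU09031, downregulated, were called only in the light; these names were chosen after their values were seen. A larger number of genes, 217 in the dark and 182 in the light, had an absolute log_2_FC of at least 2 before the *P* value was considered. The largest union, 209 genes, came from a fit with the replicate number of the sample titles as a block, which called 180 in the dark and 153 in the light. The changes in same-numbered pairs had a correlation across genes of 0.416 in the dark and 0.552 in the light. Here and below, such a correlation also holds the change that both pairs share. By itself, it does not tell whether same-numbered libraries belong together. The smallest came from a single fit of all 24 libraries, which called 2 genes, *lae-1* and NCU09968, while DESeq2 on only the groups compared called 141. Among the genes with at least 10 CPM in the higher group, NCU09968 and NCU09969 had the largest fitted falls. The place of NCU09969 in the dark is not established, since its fold is a lower bound and NCU05855 had a log_2_FC of −7.26. NCU09968 (chromosome VI, 309546 to 315476) fell from 88.2 ± 7.21 CPM in the wild type in the dark (n = 2) to at most 3 counts in a library of the mutant, at least 588.7-fold lower. After light, it was at least 546.9-fold lower. NCU09969 (chromosome VI, 314113 to 320071) was at 17.9 ± 3.10 CPM in the wild type in the dark (n = 2) and at 0 counts in the mutant, at least 119.4-fold lower. NCU09968 and NCU09969 overlap by 1364 bases on opposite strands, and both were at 11 counts or fewer in every library of the mutant, in V, S and A15. The largest rises by the same rule, in the dark and the light, were those of the methyltransferase genes NCU10101, NCU10761 and *lae-1*.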

In vegetative mycelia, we identified 129 genes with changes in mRNA accumulation (102 downregulated and 27 upregulated) (Fig. 3B and Data Set S1). The transcriptional effect of the Δ*ve-1* mutation during conidiation was larger: 457 genes had changes in mRNA accumulation, about 5% of the N. crassa genome (Fig. 3B and Data Set S1). 

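In A15, edgeR called 2 genes in the dark or the light, *ve-1* and NCU09968, both downregulated, and DESeq2 on only the groups compared called 468, of which 345 were downregulated and 123 upregulated. DESeq2 on the same 8 libraries as edgeR called 394 genes, 278 downregulated and 116 upregulated. With edgeR and an adjusted *P* value under 0.05 in place of 0.001, 368 genes were called, 258 downregulated and 110 upregulated. The differences between the strains were larger in A15 than in V on the log_2_ scale, and the common dispersion was larger too: 491 genes in the dark and 589 in the light had an absolute log_2_FC of at least 2.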

We identified 237 misregulated genes during conidiation in the dark (208 genes downregulated and 29 upregulated). 

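For A15 in the dark, no gene had an absolute log_2_FC of at least 2 and an adjusted *P* value under 0.001 from edgeR, whereas 1560 genes had an unadjusted *P* value under 0.05 and 252 an adjusted one under 0.05. DESeq2 on only the groups compared called 244 genes, 214 downregulated and 30 upregulated. Data Set S1 lists 236 genes for this comparison, the paper's own calls on these data, and all of them changed in the listed direction with an absolute log_2_FC of at least 2 here. Their adjusted *P* values from edgeR reached 0.219, and 152 of them were under 0.05. When *P* values were adjusted over the listed genes alone, 59 were called. Across the listed genes, which are not independent replicates, the log_2_FC differed from the listed value by a median of 0.0492.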

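After light exposure, *ve-1* and NCU09968 were called in A15, both downregulated, and 1744 genes had an unadjusted *P* value under 0.05 from edgeR, 381 of them with an adjusted value under 0.05. NCU09968 was at 228 ± 91.3 CPM in the wild type (n = 2) and at 0 counts in both replicates of the Δ*ve-1* mutant, at least 1203-fold lower (adjusted *P* = 0.000668). With DESeq2 on only the groups compared, 349 genes were called, 244 downregulated and 105 upregulated. All 343 genes of the list in Data Set S1, the paper's own calls on these data, changed in the listed direction with an absolute log_2_FC of at least 2, and 252 of them had an adjusted *P* value under 0.05 from edgeR. Adjustment over that list alone gave 61 calls. Same-numbered pairs had a correlation across genes of 0.183, and a replicate block by title number gave 0 DEGs, with 1722 genes at an unadjusted *P* value under 0.05.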

Exposure to light during conidiation increased the number of misregulated genes to 343 genes (241 downregulated and 102 upregulated). However, only 123 genes were misregulated during conidiation under both conditions, indicating that there was a large set of genes that showed changes in mRNA accumulation in the Δ*ve-1* mutant when cultures were kept either in the dark or in the light (Fig. 3C). This observation supported the proposal of a major role for VE-1 during transcriptional regulation of conidiation in the dark and the light. 

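No gene was called by edgeR in A15 in both the dark and the light, because none was called in the dark; the number shared was 117 at an adjusted *P* value under 0.05. With DESeq2 on only the groups compared, 125 genes were called in both, 113 downregulated and 12 upregulated, while 101 downregulated and 18 upregulated genes were called only in the dark and 131 downregulated and 93 upregulated genes only in the light. For the difference between the light conditions in the effect of the mutation, the interaction of strain and light in A15, edgeR called 0 genes. An unadjusted *P* value under 0.05 was reached by 201 genes, fewer than expected by chance if no gene differed.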

Among the genes misregulated in the Δ*ve-1* mutant during conidiation, we identified seven transcription factor genes, including the *vos-1* velvet gene and *vib-1*, and eight genes for methyltransferases (Data Set S1).

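The 7 transcription factor genes that Data Set S1 lists for A15 were NCU06965, *vos-1* (NCU05964), *vib-1* (NCU03725), *vad-12* (NCU05035), *sgr-28* (NCU08184), NCU05909 and *vad-18* (NCU16494). All had less mRNA in the Δ*ve-1* mutant than in the wild type in every replicate (n = 2 each), in the dark and in the light. For *vos-1* (chromosome VI, 3287408 to 3290173), which overlaps NCU05965 on the opposite strand by 197 bases, the means were 0.768 ± 0.228 CPM in the mutant and 12.9 ± 3.26 in the wild type in the dark, a log_2_FC of −4.07 (standard error 0.750, adjusted *P* = 0.0353 from edgeR). In the light, they were 0.715 ± 0.456 against 14.4 ± 11.8, a log_2_FC of −4.31 (standard error 0.747, adjusted *P* = 0.0265). Its wild-type replicates in the light, at 6.05 and 22.7 CPM, differed more than those in the dark, at 10.6 and 15.2. Leaving out 1 replicate at a time gave a log_2_FC between −5.16 and −3.06 in the light. The log_2_FC in the dark and the light was −5.00 and −5.68 for NCU06965, −3.80 and −3.16 for *vad-12* and −3.03 and −2.70 for NCU05909. No read of *vad-18* was counted in the mutant, and its mRNA was at least 171.1-fold lower in the dark and at least 409.5-fold lower in the light, although the wild-type replicates in the light were 8.47 and 147 CPM. The adjusted *P* values from edgeR for *vos-1* and these 4 genes ran from 0.0214 to 0.046, above the threshold of 0.001. With DESeq2 on only the groups compared, these 5 genes were called in the dark, and all except *vad-18* in the light. DESeq2 on the same libraries, and edgeR at an adjusted *P* value under 0.05, called them in both.

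**Figure D1:**
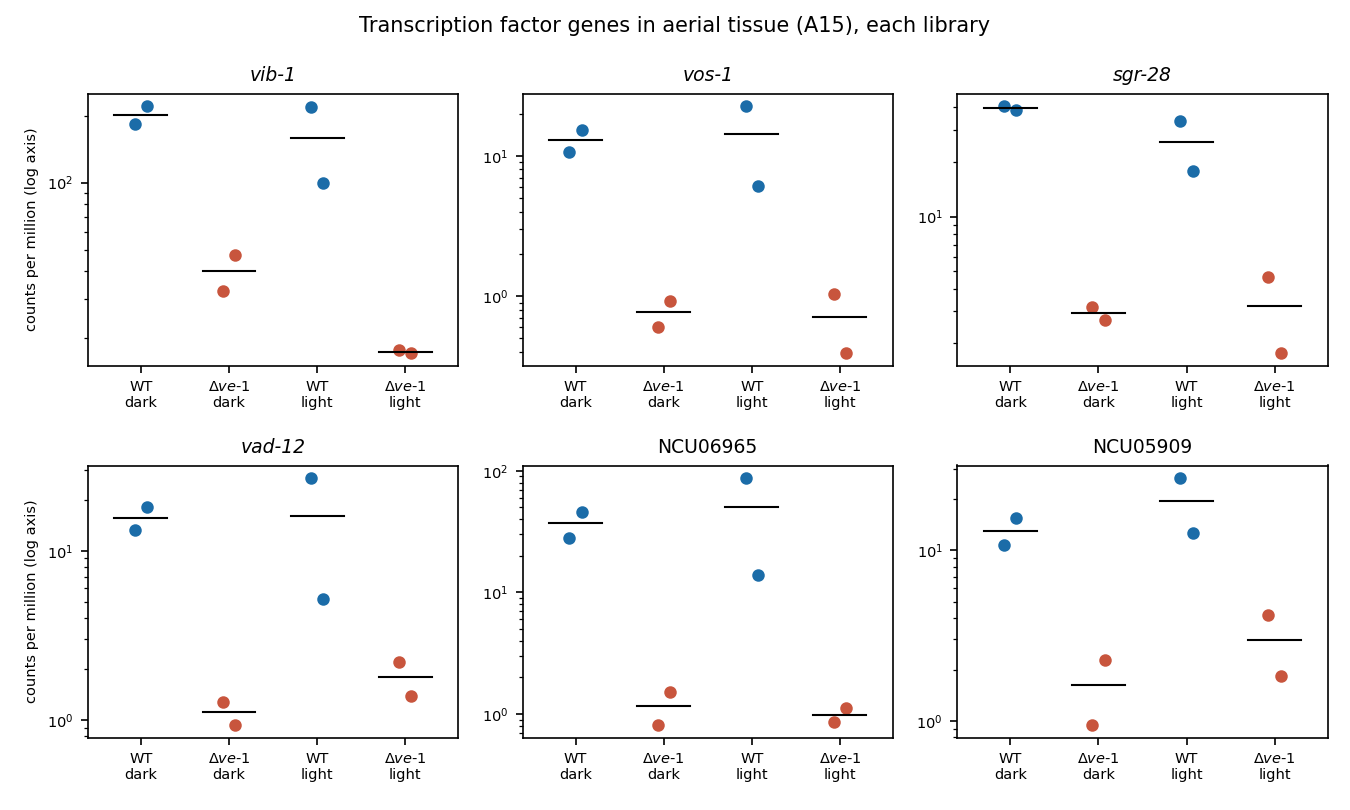
mRNA accumulation of 6 of the transcription factor genes in A15 of the wild type and the Δ*ve-1* mutant, in CPM on a log axis; each point is a library and each line the mean of 2 libraries. The mutant libraries lie below the wild-type libraries for every gene, and the wild-type libraries are farther apart in the light than in the dark.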

10.1128/mbio.01505-22.6 DATA SET S1 Genes regulated by VE-1 in Neurospora crassa. Download Data Set S1, XLSX file, 2.9 MB. Copyright © 2022 Cea-Sánchez et al. 2022 Cea-Sánchez et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Comparative transcriptomics revealed a role of VE-1 in transcriptional regulation during asexual development but not during vegetative growth.

To identify additional changes in the transcriptome due to the absence of VE-1, we compared the transcriptomes of the wild-type and Δ*ve-1* strains during the light response in vegetative mycelia and during asexual development (Fig. 3A). 

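In V, light changed 101 genes in the wild type, 97 upregulated and 4 downregulated, and 78 genes in the Δ*ve-1* mutant, 76 upregulated and 2 downregulated. The strains shared 73 of these genes, 72 upregulated and, of the downregulated ones, NCU09497, while 28 were called only in the wild type. NCU00354, NCU01348, NCU02882 and NCU08402, upregulated, and NCU06328, downregulated, were called only in the mutant; these names were chosen after their values were seen. The alternative that moved these counts most was the fit of all 24 libraries, with 43 genes in the wild type, 35 in the mutant and 33 shared. The calls of DESeq2 on only the groups compared were 127, 99 and 90. Same-numbered pairs had correlations across genes of 0.53 in the wild type and 0.481 in the mutant, and a replicate block by these numbers gave 138, 119 and 106 genes. For the difference between the strains in the response, the interaction of strain and light, edgeR called no gene. An unadjusted *P* value under 0.05 was reached by 189 of 7760 genes, fewer than expected by chance if no gene differed. With the block, edgeR called 0 genes, and 464 were under 0.05 before adjustment, more than expected by chance. The largest rises in the wild type, among genes with at least 10 CPM in the light, were those of *bli-4*, NCU08770 and *con-6*. *bli-4* (chromosome II, 3723739 to 3725844) rose from at most 2 counts in a dark library to 171 ± 89.5 CPM (n = 2), at least 961.7-fold higher, and NCU08770 had a log_2_FC of 9.33 (standard error 0.536). *con-6* (NCU08769, chromosome III, 5205042 to 5205927) rose from 1.99 ± 2.08 to 910 ± 260 CPM (n = 2), a log_2_FC of 8.78 (standard error 0.624, adjusted *P* = 3.33e-05 from edgeR). *con-6* overlaps NCU08768 on the opposite strand by 93 bases. In the mutant, *con-6* rose from 2.13 ± 0.580 to 578 ± 155 CPM (n = 2), a log_2_FC of 8.06. Of the carotenoid genes, *al-1* (NCU00552), *al-2* (NCU00585), *al-3* (NCU01427) and *cao-2* (NCU11424) were called in both strains. Their log_2_FCs were 8.43, 5.62, 5.31 and 5.06 in the wild type and 8.30, 6.22, 4.83 and 4.76 in the mutant; *ylo-1* was not called in the wild type. Light raised the photolyase gene *phr* (NCU08626) by a log_2_FC of 6.10 in the wild type and 5.87 in the mutant, the UV endonuclease gene *mus-18* (NCU08850) by 4.20 and 4.17, and the peroxidase gene NCU09210 by 3.63 and 3.98. For *con-10* (NCU07325), the log_2_FC was 7.74 in the wild type and 6.41 in the mutant, where its adjusted *P* value of 0.00205 from edgeR was above the threshold. That value ran from 1.02e-12 to 0.00212 over the 9 alternatives, 7 of which called the gene. The catalase genes *cat-1*, *cat-2*, *cat-3* and *cat-4* and the peroxidase gene *ccp-1* were not called in the wild type, nor were *con-8* and *con-13*. In its replicates 1 and 2, *con-8* went from 2.05 and 7.65 CPM in the dark to 20.7 and 79.4 in the light. In the same order, *cat-1* went from 142 and 226 to 496 and 1046, and *cat-3* from 216 and 191 to 594 and 728. *cat-2* went from 7.29 and 12.1 to 21.7 and 57.3. *cat-4* (16.4 and 15.7 to 18.1 and 16.4) and *ccp-1* (382 and 394 to 321 and 348) changed little. *con-13* was under the floor in every library of V. The largest falls in the wild type were log_2_FCs of −2.94 for NCU09497 and −2.37 for NCU03092; *gpr-2* (NCU04626) and NCU05948 were the other downregulated genes.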

The light-dependent transcriptome in vegetative mycelia of the wild type was very similar to that in the Δ*ve-1* mutant strain, comprising 128 genes in the wild-type strain and 97 genes in the Δ*ve-1* mutant strain, with a large overlap (90 genes) that included genes that had been characterized as light regulated in N. crassa, e.g., *con* (conidiation) genes and genes required for the biosynthesis of carotenoids, DNA repair (photolyase and UV endonuclease), and protection from oxidative stress (catalase and peroxidase) (Fig. S3A and Data Set S2). 

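In A15, edgeR called no gene between light and dark in either strain, and 759 genes in the wild type and 1004 in the Δ*ve-1* mutant had an unadjusted *P* value under 0.05. The 72 genes upregulated by light in V of both strains, with median log_2_FCs of 3.45 in the wild type and 3.52 in the mutant there, had median log_2_FCs of 1.37 and 0.90 in A15. Of these genes, 64 in the wild type and 59 in the mutant had more mRNA in light-exposed A15 than in dark A15, and 22 and 12 reached a log_2_FC of 2. The codes of the dark libraries of A15 end in 1 and 2 and those of the light-exposed ones in 3 and 4, so that no value within a code can be given there; in V, dark and light libraries share the codes 1 and 2.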

The light-dependent transcriptome in aerial tissue was smaller than that in vegetative mycelia. We identified 74 and 31 light-regulated genes in the wild-type and the Δ*ve-1* mutant strain, respectively. However, the small overlap between the two transcriptomes (11 genes) suggested a role for VE-1 in transcriptional regulation by light in aerial tissue (Fig. S3A and Data Set S2).

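Of the 9 alternatives, the 2 that used DESeq2 called genes in both strains, and the fit of all 24 libraries called 1 gene, NCU07434, in the wild type; this name was chosen after its value was seen. DESeq2 on only the groups compared called 75 genes in the wild type, 41 upregulated and 34 downregulated, and 32 in the mutant, 17 upregulated and 15 downregulated. *con-6* rose from 951 ± 447 to 7358 ± 2490 CPM in the wild type (n = 2), a log_2_FC of 2.95 (standard error 0.575, adjusted *P* = 0.144 from edgeR), and from 2545 ± 619 to 14613 ± 1927 in the mutant (n = 2), a log_2_FC of 2.52 (adjusted *P* = 0.217). DESeq2 called *con-6* in both strains. Its adjusted *P* value ran from 5.44e-08 to 0.178 in the wild type and from 2.44e-05 to 0.474 in the mutant over the 9 alternatives. In the wild type, *al-1* had a log_2_FC of 2.47, *al-2* of 3.2 and *phr* of 2.44, which DESeq2 called and edgeR did not; *con-10*, at 2.22, was called by DESeq2 on only the groups compared. In the mutant, *phr* had a log_2_FC of 2.06 and was called by DESeq2 on the same libraries, and *al-1* and *al-2* had log_2_FCs of 0.89 and 1.52 with adjusted *P* values of 0.535 and 0.306 from edgeR. The changes from dark to light in the 2 same-numbered pairs of wild-type libraries had a correlation across genes of −0.211, and of 0.211 with the numbers of the light replicates exchanged, a pairing chosen after the data were seen. With either pairing as a replicate block, edgeR called 0 DEGs in the wild type, with 749 and 757 genes, respectively, at an unadjusted *P* value under 0.05. In the mutant, where the correlation was 0.168, the block by title number also gave 0 DEGs and 924 such genes.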

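No gene was called in A15 of both strains by edgeR, and DESeq2 on only the groups compared called 12 in both, 9 upregulated and 3 downregulated. The difference between the strains in the light response of A15, tested as the interaction of strain and light, was called for no gene. An unadjusted *P* value under 0.05 was reached by 201 genes, fewer than expected by chance if no gene differed. For *al-2*, the interaction was a log_2_FC of −1.73 (standard error 0.723, unadjusted *P* = 0.0412, adjusted *P* = 1 from edgeR), and for *al-1* it was −1.58 (adjusted *P* = 1). With 1 replicate left out at a time, the interaction ran from −2.27 to −0.80 for *al-2* and from −2.17 to −0.51 for *al-1*. For *con-6*, it was −0.43 and for *phr* −0.37, both with an adjusted *P* value of 1 from edgeR. From the small overlap between the genes called in the wild type and in the Δ*ve-1* mutant, the paper proposes a role for VE-1 in the regulation of transcription by light in aerial tissue.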

10.1128/mbio.01505-22.3 FIG S3 Comparison of the transcriptional response to conidiation between the wild-type and the Δ*ve-1* mutant strains. (A) Venn diagrams with the numbers of genes differentially regulated (up- or downregulated) by light in vegetative mycelia (left) or aerial tissue (right) in the wild-type and the Δ*ve-1* mutant strains. (B) Venn diagrams with the numbers of genes differentially regulated (up- or downregulated) during conidiation in the dark or after exposure to light (30 min) in the wild-type and the Δ*ve-1* mutant strains. (C) Box plot summarizing the fold changes (log_2_) for the 477 differentially expressed genes identified in all conditions and strains. The upper panel shows the upregulated genes (*n* = 358), and the bottom panel shows the downregulated genes (*n* = 119). (D) Heat map of relative transcript levels of genes encoding transcription factors in submerged vegetative mycelia (S) and in aerial tissue after 15 h of induction of conidiation (A15) in the wild-type and Δ*ve-1* mutant strains. Alterations in the development of conidia (asexual phenotype) are indicated by alterations in the growth of aerial tissue (A) or in the production of conidia (C). Genes were clustered and manually grouped by the effect of the Δ*ve-1* mutation on relative transcript levels. Download FIG S3, JPG file, 0.8 MB. Copyright © 2022 Cea-Sánchez et al. 2022 Cea-Sánchez et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mbio.01505-22.7 DATA SET S2 Characterization of the regulation of transcription by light in vegetative mycelia and in aerial tissue of Neurospora crassa wild-type and Δ*ve-1* strains. Download Data Set S2, XLSX file, 3.7 MB. Copyright © 2022 Cea-Sánchez et al. 2022 Cea-Sánchez et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

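In the wild type, 1268 of the 8239 genes tested differed between A15 and S by an absolute log_2_FC of at least 2 in the dark, against 152 of 7760 for light in V. The genes that follow had the largest fitted log_2_FCs among those with at least 10 CPM in the higher group. For a gene at or under 3 counts in a group, only a lower bound of the fold is known, so its rank is not established. Other genes may have changed more, such as *con-13* in the dark, with a log_2_FC of 9.78, and *con-6* in the light, with 10.39. No read of NCU02188 (chromosome VII, 3401718 to 3403998) was counted in S, and its mRNA was at 38.1 ± 1.32 CPM in dark A15 (n = 2), at least 167.4-fold higher. NCU02238 and NCU05853 had the next largest fitted rises in the dark, at least 114.5-fold and at least 74.85-fold. NCU02238 overlaps NCU02237 on the opposite strand by 2169 bases. In light-exposed A15, the largest fitted rise was that of NCU05567 (chromosome VI, 1487479 to 1488756), with a log_2_FC of 12.37 (standard error 1.07) and replicates at 599 and 10432 CPM. *gh47-5* rose at least 687.8-fold and NCU05767 at least 87.5-fold. The largest falls in the dark were log_2_FCs of −6.43 for NCU16673 and −5.60 for NCU01546. In the light, NCU09498 fell at least 101.2-fold and NCU00798 at least 79.53-fold. NCU00798 overlaps NCU00799 by 1585 bases on the opposite strand and NCU00797 by 16 bases on the same strand, and 1 of its 4 replicates in S of the wild type was far above the rest.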

The transcriptomic response during conidiation was larger than that in response to light in vegetative mycelia, not only in the number of DEGs but also in fold change levels (Fig. S3 and Data Set S3). During conidiation in the dark, 922 DEGs were identified in the wild type and 1,170 DEGs in the *ve-1* mutant. 

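Between dark A15 and S, edgeR called 500 genes in the wild type, 460 upregulated and 40 downregulated, and 969 in the Δ*ve-1* mutant, 764 upregulated and 205 downregulated. For the wild type, the alternative that moved the count most was an adjusted *P* value under 0.05, with 1166 genes, and DESeq2 on only the groups compared gave 923, 707 upregulated and 216 downregulated. In the mutant, that threshold gave 1776 genes, edgeR on only the groups compared 341, and DESeq2 on these groups 1176, 778 upregulated and 398 downregulated. Same-numbered pairs of the mutant had a correlation across genes of 0.16, and a replicate block by title number gave 664 genes. Data Set S3 lists 922 genes for the wild type, the paper's own calls on these data; all of them changed in the listed direction, 915 with an absolute log_2_FC of at least 2, and 495 were called here.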

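The conidiation transcriptomes in the dark, as called by edgeR, shared 389 genes between the wild type and the Δ*ve-1* mutant, 354 upregulated and 35 downregulated in both. With DESeq2 on only the groups compared, the number shared was 591, 434 upregulated and 157 downregulated, of which 370 were also shared with edgeR.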

The conidiation transcriptomes of both strains in the dark largely overlapped (589 genes, about 64% of the wild-type transcriptome). However, 333 genes regulated by conidiation in the dark in the wild-type strain lost this regulation in the Δ*ve-1* mutant, and the Δ*ve-1* mutation led to a new set of 581 genes regulated by conidiation not detected previously in the transcriptome of the wild type. 

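In the dark, 111 genes were called only in the wild type, 106 upregulated and 5 downregulated, and 580 only in the mutant, 410 upregulated and 170 downregulated. The downregulated genes called only in the wild type were NCU00992, NCU04097, NCU05311, NCU09651 and NCU16017; these names were chosen after their values were seen. DESeq2 on only the groups compared gave 332 genes for the wild type only, 273 upregulated and 59 downregulated. The difference between the strains was tested as the interaction of strain and conidiation, for which edgeR called no gene and 1047 of 8239 had an unadjusted *P* value under 0.05. At an adjusted *P* value under 0.05, NCU05567 and NCU05788 were called, with interaction log_2_FCs of −9.43 (standard error 1.44) and −9.48 (standard error 1.47) and an adjusted *P* value of 0.0459 each from edgeR. In conidiation in the dark, the log_2_FC of NCU05567 was 10.67 in the wild type and 1.24 in the mutant and that of NCU05788 5.899 and −3.583; both were named after their values were seen. DESeq2 on only the groups compared called 17 genes for this interaction.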

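Between light-exposed A15 and S, 602 genes were called by edgeR in the wild type, 537 upregulated and 65 downregulated, and 1169 in the Δ*ve-1* mutant, 855 upregulated and 314 downregulated. The strains shared 475 of these genes, 127 were called only in the wild type and 694 only in the mutant. In the mutant, 26.9% of the genes called were downregulated, and 13.6% with the counts scaled by library size alone, where the median log_2_FC of all genes moved to 0.54. With DESeq2 on only the groups compared, 1046 genes were called in the wild type, 739 upregulated and 307 downregulated, and 1563 in the mutant, 945 upregulated and 618 downregulated. Same-numbered pairs of the wild type had a correlation across genes of −0.217, and −0.0309 by the numbers of the library codes; a replicate block gave 335 genes by title and 410 by code.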

After 30 min of light exposure, the numbers of DEGs increased to 1,038 in the wild type and to 1,557 in the *ve-1* mutant (Fig. S3A and Data Set S3). 

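After light, the interaction of strain and conidiation was called by edgeR for no gene, with 1028 genes at an unadjusted *P* value under 0.05, and by DESeq2 on only the groups compared for 35. At an adjusted *P* value under 0.05, edgeR called 6 genes. NCU05567, NCU05788, NCU09639, *lao* (NCU01066) and NCU00859 were less induced in the Δ*ve-1* mutant than in the wild type, with interaction log_2_FCs of −11.33, −9.13, −6.27, −4.33 and −3.78 (adjusted *P* between 0.0163 and 0.0215 from edgeR). NCU06945 was more induced, by 3.85 (standard error 0.595, adjusted *P* = 0.0212 from edgeR). Their names were chosen after their values were seen.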

The differences in the conidiation transcriptomes between the wild type and the Δ*ve-1* mutant support a role for VE-1 in the regulation of transcription during conidiation.

10.1128/mbio.01505-22.8 DATA SET S3 Characterization of the regulation of transcription by conidiation in the Neurospora crassa wild-type and Δ*ve-1* strains. Download Data Set S3, XLSX file, 2.9 MB. Copyright © 2022 Cea-Sánchez et al. 2022 Cea-Sánchez et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We identified 77 genes for transcription factors with differential expression during conidiation either in the wild-type or the Δ*ve-1* mutant strain in the dark or the light (Data Set S3). 

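For *fl* (NCU08726, chromosome II, 3805777 to 3809265), the log_2_FC from S to dark A15 was 4.54 in the wild type (standard error 0.519), from 19.3 ± 9.23 (n = 4) to 447 ± 11.6 CPM (n = 2). In the Δ*ve-1* mutant, it was 7.01 (standard error 0.568), from 9.53 ± 5.06 (n = 4) to 1224 ± 117 (n = 2). In S of the mutant, 1 of the 4 replicates, at 17.1 CPM, was far above the rest. In S of the wild type, the replicates 1 to 4 were at 9.27, 13.7, 28.1 and 26.1 CPM. Compared directly between the strains in dark A15, *fl* had a log_2_FC of 1.48. A part of the difference in induction between the strains thus lies in S, where the wild type had the higher mean. After light, the log_2_FC of *fl* was 5.38 in the wild type and 7.05 in the mutant. The difference between the strains was 2.47 in the dark (standard error 0.744, unadjusted *P* = 0.00468, adjusted *P* = 0.217 from edgeR) and 1.67 in the light (adjusted *P* = 0.37). In the dark, it ranged from 2.23 to 2.91 when 1 replicate at a time was left out. Its adjusted *P* value in the dark ran from 0.0268 to 0.251 over the 10 alternatives, none of which called it. For *csp-2* (NCU06095, chromosome VII, 1812241 to 1816456), mRNA rose from 91.3 ± 15.9 (n = 4) to 212 ± 51.0 CPM (n = 2) in the wild type in the dark, a log_2_FC of 1.21 (standard error 0.347, adjusted *P* = 0.0184). In the mutant, it rose from 94.6 ± 23.7 (n = 4) to 516 ± 41.1 (n = 2), a log_2_FC of 2.45 (standard error 0.346, adjusted *P* = 7e-05). In S of the wild type, 1 of the 4 replicates of *csp-2*, at 115 CPM, was far above the rest. After light, its log_2_FC was 1.81 in the wild type and 2.31 in the mutant. The difference was 1.23 in the dark (adjusted *P* = 0.339) and 0.49 in the light (adjusted *P* = 0.765), where it ran from −0.03 to 1.33 with 1 replicate left out at a time. *csp-2* was called in the mutant and not in the wild type, where only scaling by library size called it, in the light. For *csp-1* (chromosome I, 3284468 to 3286740), the log_2_FC was 2.03 in the wild type (standard error 0.535, adjusted *P* = 0.0121) and 4.49 in the mutant (standard error 0.561, adjusted *P* = 2.29e-05) in the dark, a difference of 2.5 (adjusted *P* = 0.249). Scaling by library size, and an adjusted *P* value under 0.05, called *csp-1* in the wild type in the dark. In S, *csp-1* was at 103 ± 62.1 CPM in the wild type and 46.8 ± 11.4 in the mutant (n = 4 each). The wild-type replicates lay between 43.7 and 169 CPM. Compared directly between the strains in dark A15, *csp-1* had a log_2_FC of 1.36, so a part of its difference in induction also lies in S.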

Clustering analysis allowed us to identify TF genes that were highly induced during conidiation in the Δ*ve-1* mutant but only moderately induced in the wild-type strain, such as *fl* and *csp-2*, and TF genes with the opposite expression pattern (induced during conidiation in the wild type but not in the Δ*ve-1* mutant) (Fig. S3C, groups 3 and 4, respectively). In addition, we identified two transcription factor genes, *vib-1* and *sgr-28* (Fig. S3C, group 2), with reduced mRNA accumulation in the Δ*ve-1* mutant in both mycelia and aerial hyphae. 

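*sgr-28* (chromosome VII, 3667621 to 3668456) overlaps NCU08185 on the opposite strand by 106 bases. In V, its mRNA was at 14.0 ± 0.322 CPM in the mutant and 28.1 ± 4.20 in the wild type in the dark (n = 2 each), a log_2_FC of −1.0 (standard error 0.158, adjusted *P* = 0.00569 from edgeR). In the light, the log_2_FC was −0.75 (adjusted *P* = 0.0186). With the replicate block by title number in edgeR, the adjusted *P* values in V were 6.33e-05 and 0.000699, the lowest of the 9 alternatives, which reached 0.593 and 0.93; the log_2_FC stayed under 2 in size. Same-numbered pairs had a correlation across genes of 0.416 in dark V and 0.552 in light V. In S, the means were 16.3 ± 5.12 in the mutant and 34.7 ± 3.12 in the wild type (n = 4 each), and every mutant replicate was below every wild-type replicate, with a log_2_FC of −1.09 (adjusted *P* = 0.111). In A15, *sgr-28* was at 2.94 ± 0.330 CPM in the mutant and 39.6 ± 1.64 in the wild type in the dark (n = 2 each), a log_2_FC of −3.75 (standard error 0.537, adjusted *P* = 0.0247). After light, the log_2_FC was −3.0 (standard error 0.518, adjusted *P* = 0.0265). The fit of all 24 libraries, both DESeq2 settings and an adjusted *P* value under 0.05 called *sgr-28* in A15, and its adjusted *P* value ran from 1.3e-10 to 0.0247 in the dark over the 9 alternatives. For *vib-1*, the log_2_FC was −0.35 in V in the dark (standard error 0.155, adjusted *P* = 0.191) and −0.23 in the light (adjusted *P* = 0.396). In the light, the replicates of the strains overlapped, and leaving out 1 replicate moved the log_2_FC to 0.02. The replicate block gave *vib-1* adjusted *P* values of 0.0466 and 0.215 in V, and those of the alternatives reached 1 in both. In S, it was −0.88 (standard error 0.456, adjusted *P* = 0.347), with 78.1 ± 21.0 CPM in the mutant and 144 ± 102 in the wild type (n = 4 each) and overlapping replicates.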

Since mutants with mutations in several of these TF genes have alterations in the growth of aerial tissue and the production of conidia (31), they are candidate TFs that may collaborate with VE-1 in the transcriptional regulation of conidiation.

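The genes called between A15 and S by edgeR in both strains, in the dark and in the light, numbered 322, of which 295 were upregulated and 27 downregulated in all 4 comparisons. DESeq2 on only the groups compared gave 481, with 362 upregulated and 119 downregulated, and shared 305 genes with the set from edgeR. An adjusted *P* value under 0.05 gave the largest set, 728 genes, and a replicate block by title number the smallest, 193.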

A comparison of the genes regulated during conidiation in the two strains in the dark and the light allowed the identification of a set of 477 DEGs present in all strains and conditions (358 genes upregulated and 119 genes downregulated) (Fig. S3A). This set of conidiation genes did not require the velvet complex for developmental regulation. However, the induction levels for this set of genes were higher in the Δ*ve-1* mutant (median log_2_FCs of 5.86 and 5.79 in the light and the dark, respectively) than in the wild type (median log_2_FCs of 4.70 and 4.52 in the light and the dark, respectively). 

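For the 295 genes upregulated in all strains and conditions, the median log_2_FC between A15 and S was 6.27 in the light and 6.30 in the dark in the Δ*ve-1* mutant, and 5.22 in both light conditions in the wild type. The differences between the strains were 1.08 in the dark and 1.05 in the light. The SDs between the medians of single A15 libraries were 0.102 and 0.158 for the wild type in the dark and the light, and 0.147 and 0.0820 for the mutant (n = 2 each). Single libraries were compared with the mean of S on the log_2_ scale with a prior count of 2, which lowers large ratios. Their medians lay between 4.57 and 4.84 in the wild type and between 5.37 and 5.77 in the mutant. All libraries of a strain were set against the same mean of S. The SDs and ranges therefore leave out the differences between S replicates. Over the set of genes from DESeq2 on only the groups compared, the medians were 5.85 and 5.80 in the mutant and 4.69 and 4.55 in the wild type, in the light and the dark, respectively.

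**Figure D2:**
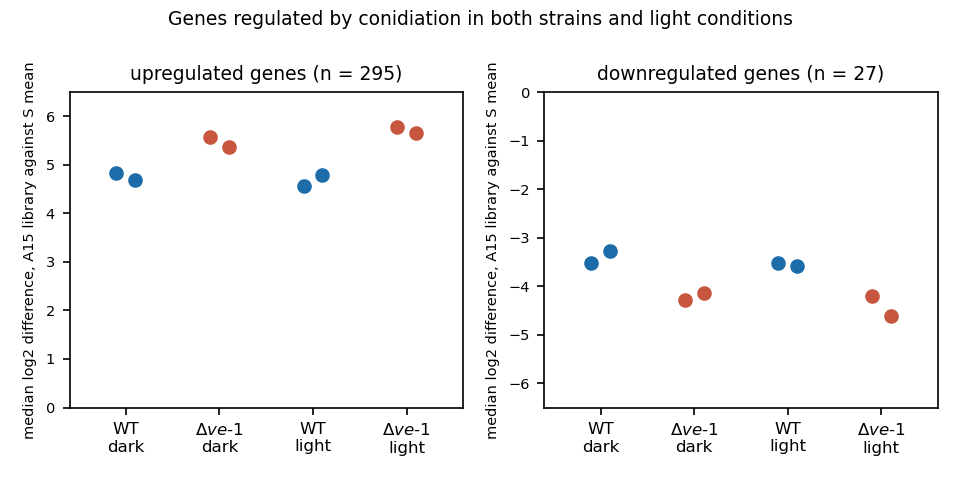
Median log_2_ difference from the mean of S for each A15 library, over the 295 upregulated and the 27 downregulated genes; each point is a library, and the vertical axis is on the log_2_ scale. The libraries of the Δ*ve-1* mutant lie farther from 0 than those of the wild type in both panels. All libraries of a strain share its mean of S, so the points do not show the spread of the S replicates.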

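For the 27 genes downregulated in all strains and conditions, the median log_2_FC between A15 and S was −4.47 in the Δ*ve-1* mutant and −3.77 in the wild type in the light, and −4.50 and −3.68 in the dark. Against the mean of S, medians of single A15 libraries ran from −4.61 to −4.14 in the mutant. In the wild type, they ran from −3.58 to −3.28. The ranges did not overlap, but they leave out the differences between S replicates. Compared directly between the strains, 12 of the 27 genes had more mRNA in the mutant in dark A15 and 6 in light-exposed A15. The difference between the strains in the median log_2_FC against S was −0.83 in the dark and −0.69 in the light. With the set called after scaling by library size alone, it moved to −0.36 and −0.81.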

Repression was also stronger for downregulated genes in the Δ*ve-1* mutant (median log_2_FCs of −4.01 and −3.72 for the Δ*ve-1* mutant versus −3.25 and −2.46 for the wild type in the light and in the dark, respectively) (Fig. S3B). This is consistent with the higher conidiation levels of the Δ*ve-1* mutant.

Our results suggest that VE-1 plays a major role in regulating transcription during conidiation, but not during mycelial growth, by changing the set of regulated genes, including TF genes, and the relative levels of transcription for conidiation-specific genes.

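Of the 295 upregulated genes, 211 (71.5%) had a larger log_2_FC in the mutant than in the wild type in the dark and 198 (67.1%) in the light. Compared directly between the strains, these genes had a median log_2_FC of 0.88 in dark A15 and 0.60 in light-exposed A15, with more mRNA in the mutant. The paper proposes a major role for VE-1 in the regulation of transcription in conidiation but not in mycelial growth. In its proposal, VE-1 acts by changing which genes are regulated, transcription factor genes among them, and the relative levels of the conidiation genes.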

### VE-1 regulates the transcription of methyltransferase genes, including *lae-1*.

During our transcriptomic comparisons between the wild type and the Δ*ve-1* mutant, genes encoding eight methyltransferases, including *lae-1*, showed differential expression levels. 

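In A15, the log_2_FC of *lae-1* (NCU00646, chromosome I, 7714560 to 7717622) between the Δ*ve-1* mutant and the wild type was 2.75 in the dark (standard error 0.345, adjusted *P* = 0.022), from 25.9 ± 3.15 CPM in the wild type to 174 ± 14.2 in the mutant (n = 2 each). After light, it was 1.75 (adjusted *P* = 0.0301), and no alternative called *lae-1*. In the dark, both DESeq2 settings, the fit of all 24 libraries and an adjusted *P* value under 0.05 called it, and its adjusted *P* value lay between 2.67e-11 and 0.0307 over the 9 alternatives. Of the other methyltransferase genes, NCU05501, NCU05832, NCU00451, NCU00304 and NCU05855 had less mRNA in the mutant in dark A15, with log_2_FCs of −3.31, −3.17, −2.95 and −2.72 for the genes before NCU05855. NCU05855 was at 0 counts in the mutant, at least 10.8-fold lower in the dark and at least 71.02-fold lower in the light, where the wild-type replicates were at 25.3 and 1.63 CPM. Their adjusted *P* values from edgeR in the dark ran from 0.0456 to 0.125, and DESeq2 on only the groups compared called all of them. DESeq2 on the same libraries called NCU05501, NCU05832 and NCU00304, and an adjusted *P* value under 0.05 called NCU05501 in the dark and NCU05855 in the light. In the light, the log_2_FCs of NCU05501, NCU05832, NCU00451 and NCU00304 were −2.67, −1.50, −2.52 and −1.94, and no alternative called them. The replicates of NCU00451 in the wild type were at 4.54 and 56.3 CPM, and leaving out 1 of them moved the log_2_FC to 0.23. NCU00541 had log_2_FCs of −0.41 and −0.69, with adjusted *P* values of 0.549 and 0.27.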

While the genome of A. nidulans encodes more than 10 LaeA-like methyltransferases (*llmA* to *llmJ*), some of which are involved in the regulation of development and secondary metabolism (32), 30 homologs of *laeA*-like genes are present in the genome of N. crassa. LAE-1 (NCU00646) is a 326-aa protein with 42% identity with A. nidulans LaeA, and deletion of *lae-1* results in defects in asexual development and a moderate decrease in the amount of conidia (28). 

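In V, mRNA of *lae-1* rose from 6.27 ± 0.525 CPM in the wild type to 67.6 ± 1.01 in the Δ*ve-1* mutant in the dark (n = 2 each), a log_2_FC of 3.43 (standard error 0.128, adjusted *P* = 2.34e-06 from edgeR). In the light, it rose from 2.54 ± 0.118 to 37.3 ± 2.5 (n = 2 each), a log_2_FC of 3.87 (standard error 0.14, adjusted *P* = 1.81e-06). Every one of the 9 alternatives called *lae-1* in both light conditions, and leaving out 1 replicate at a time kept its log_2_FC between 3.34 and 3.52 in the dark. NCU10101 (chromosome IV, 5613863 to 5615538) was at 35.6 ± 10.4 CPM in the mutant and 0.162 ± 0.229 in the wild type in the dark (n = 2 each), a log_2_FC of 7.60 (adjusted *P* = 0.000332). In the light, it was at 63.3 ± 20.1 in the mutant and 0 counts in the wild type, at least 355.7-fold higher. NCU10761 (chromosome IV, 3574180 to 3575417) was at 27.6 ± 1.94 against 0.313 ± 0.168 in the dark (n = 2 each), a log_2_FC of 6.39 (adjusted *P* = 4.41e-05), and in the light at 24.1 ± 2.19 against 0.492 ± 0.435, a log_2_FC of 5.57. The fit of all 24 libraries called neither NCU10101 nor NCU10761, and edgeR on only the groups compared called neither in the light.

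**Figure D3:**
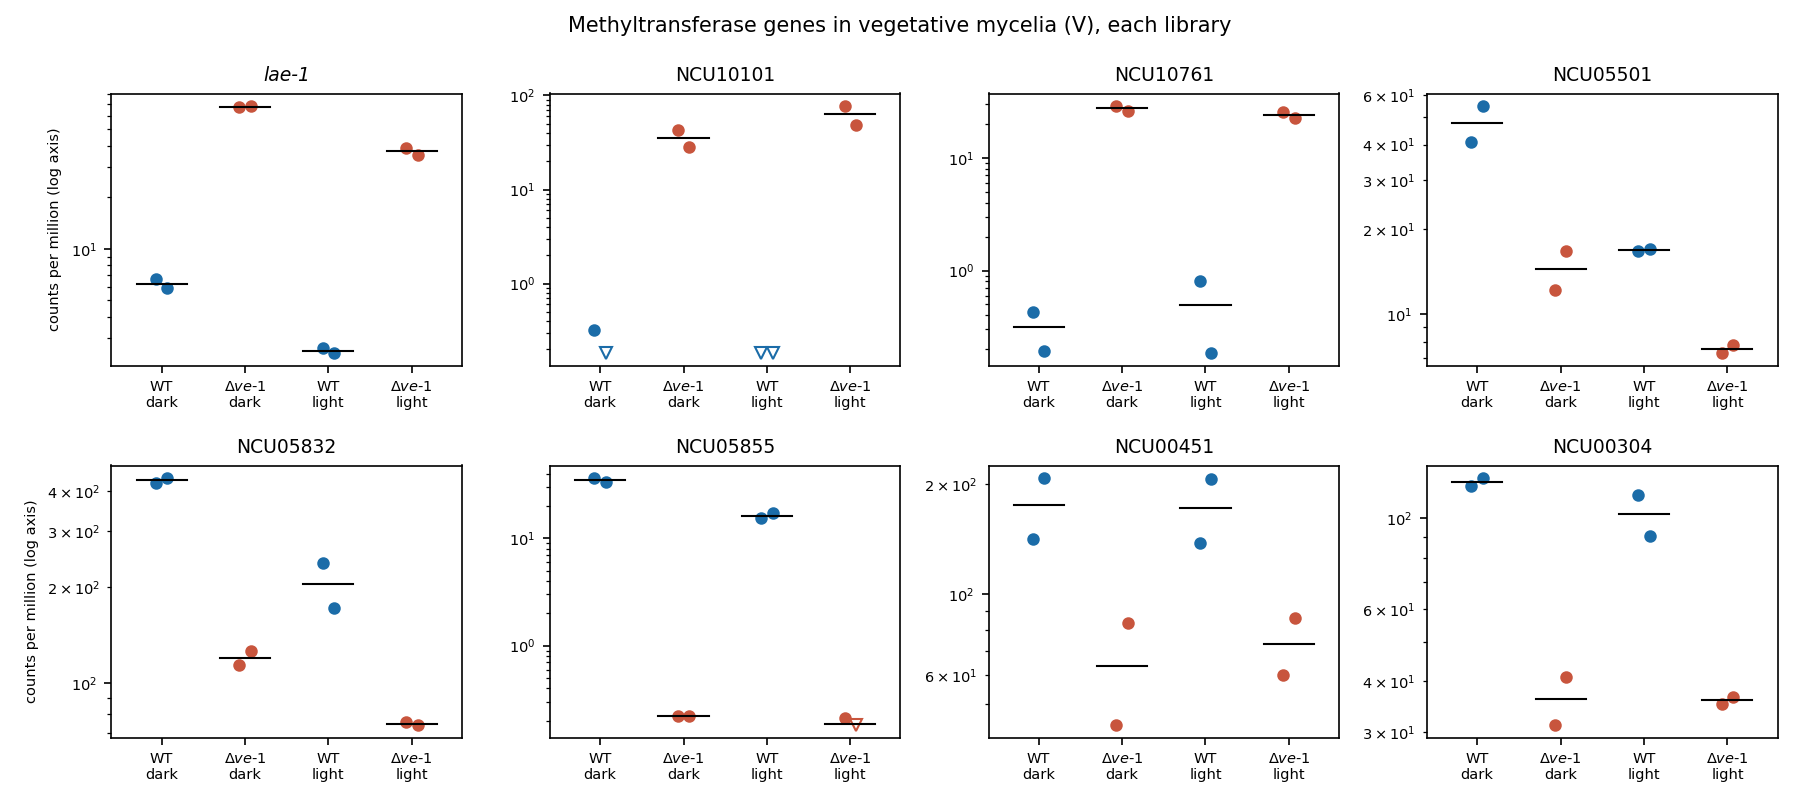
mRNA accumulation of 8 methyltransferase genes in V, in CPM on a log axis; each point is a library and each line the mean of 2 libraries, and open triangles mark libraries at or under the floor of 3 counts, drawn at 0.182 CPM. *lae-1*, NCU10101 and NCU10761 lie higher in the Δ*ve-1* mutant than in the wild type, and the other genes lie lower.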

We observed that *lae-1* was upregulated in vegetative mycelia of the Δ*ve-1* mutant, together with the genes for two other LaeA-like methyltransferases from A. nidulans, NCU10101 (*llmG*) and NCU10761 (*llmA*) (Fig. 4A). 

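In V, NCU05855 (chromosome VII, 4065594 to 4068717), which overlaps NCU05854 on the opposite strand by 67 bases, fell from 35.0 ± 2.11 CPM in the wild type to 0.222 ± 0.000739 in the Δ*ve-1* mutant in the dark (n = 2 each), a log_2_FC of −7.26 (standard error 0.213, adjusted *P* = 1.22e-06 from edgeR). Its log_2_FC in the light was −6.39 (adjusted *P* = 1.81e-06). All alternatives except the fit of all 24 libraries called NCU05855. The other genes fell by less than the threshold of 2 on the log_2_ scale and were called under no alternative. For NCU05501 (chromosome VI, 1712560 to 1714175), the log_2_FC was −1.72 in the dark (standard error 0.188, adjusted *P* = 0.000988) and −1.17 in the light (adjusted *P* = 0.00819). For NCU05832 (chromosome VII, 3977446 to 3980540), it was −1.84 (standard error 0.163, adjusted *P* = 0.000336) and −1.46 (adjusted *P* = 0.0011). NCU00304 had log_2_FCs of −1.76 (standard error 0.164, adjusted *P* = 0.000402) and −1.51 (adjusted *P* = 0.000926). The text and Fig. 4A give different identifiers, NCU00541 and NCU00451, for a methyltransferase gene. NCU00541 was at 200 ± 36.7 CPM in the mutant and 189 ± 21.0 in the wild type in the dark (n = 2 each), a log_2_FC of 0.08 (adjusted *P* = 0.784), and its adjusted *P* value in the light was 0.996. NCU00451 was at 63.4 ± 27.8 against 175 ± 47.1 in the dark (n = 2 each), a log_2_FC of −1.46 (adjusted *P* = 0.0295), and its log_2_FC in the light was −1.24 (adjusted *P* = 0.0513). With the replicate block by title number in edgeR, its adjusted *P* values were 6.87e-08 in the dark and 7.45e-07 in the light. These were the lowest of the 9 alternatives, and the log_2_FC stayed under 2 in size.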

The opposite effect was observed for the homologs of five other A. nidulans methyltransferases: the genes for two LlmB-like methyltransferases (NCU05501 and NCU05832), the *O*-methyltransferase type (NCU05855), and two *laeA*-like genes (NCU00541 and NCU00304) were downregulated in the Δ*ve-1* mutant. In addition, the methyltransferases NCU10101 and NCU10761 were upregulated during conidiation in the Δ*ve-1* mutant (Fig. 4A). 

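In A15, NCU10761 was at 37.5 ± 15.6 CPM in the Δ*ve-1* mutant and 0.810 ± 0.446 in the wild type in the dark (n = 2 each), a log_2_FC of 5.50 (standard error 0.614, adjusted *P* = 0.0177 from edgeR). In the light, it was at 33.0 ± 7.52 against 0.951 ± 0.538 (n = 2 each), a log_2_FC of 5.11 (adjusted *P* = 0.0137). NCU10101 was at 2.30 ± 0.271 against 0.181 ± 0.181 in the dark (n = 2 each), a log_2_FC of 3.66 (adjusted *P* = 0.0456). In the light, it was at 2.16 ± 0.286 against 0 counts, at least 12.23-fold higher (adjusted *P* = 0.0214). Neither passed the threshold of 0.001 with edgeR. Both DESeq2 settings, and edgeR at an adjusted *P* value under 0.05, called NCU10761 in the dark and the light and NCU10101 in the light. In the dark, only the threshold of 0.05 called NCU10101, and its adjusted *P* value ran from 0.00258 to 0.128 over the 9 alternatives.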

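In S, the submerged mycelia from which conidiation was induced, *lae-1* was at 44.0 ± 12.8 CPM in the Δ*ve-1* mutant and 9.58 ± 1.20 in the wild type (n = 4 each), a log_2_FC of 2.20 (standard error 0.266, adjusted *P* = 0.00177 from edgeR), with every mutant replicate above every wild-type replicate. NCU10101 was at 92.0 ± 86.3 against 0.409 ± 0.343 (n = 4 each), a log_2_FC of 7.74 (adjusted *P* = 0.00284), with mutant replicates between 11.0 and 192 CPM. NCU10761 was at 97.5 ± 87.5 against 2.48 ± 1.49 (n = 4 each), a log_2_FC of 5.28 (adjusted *P* = 0.00205). Both DESeq2 settings, the fit of all 24 libraries and an adjusted *P* value under 0.05 called these 3 genes in S.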

Our results suggested that VE-1 may have a regulatory effect on the transcription of several methyltransferase genes, including *lae-1*.

**FIG 4:**
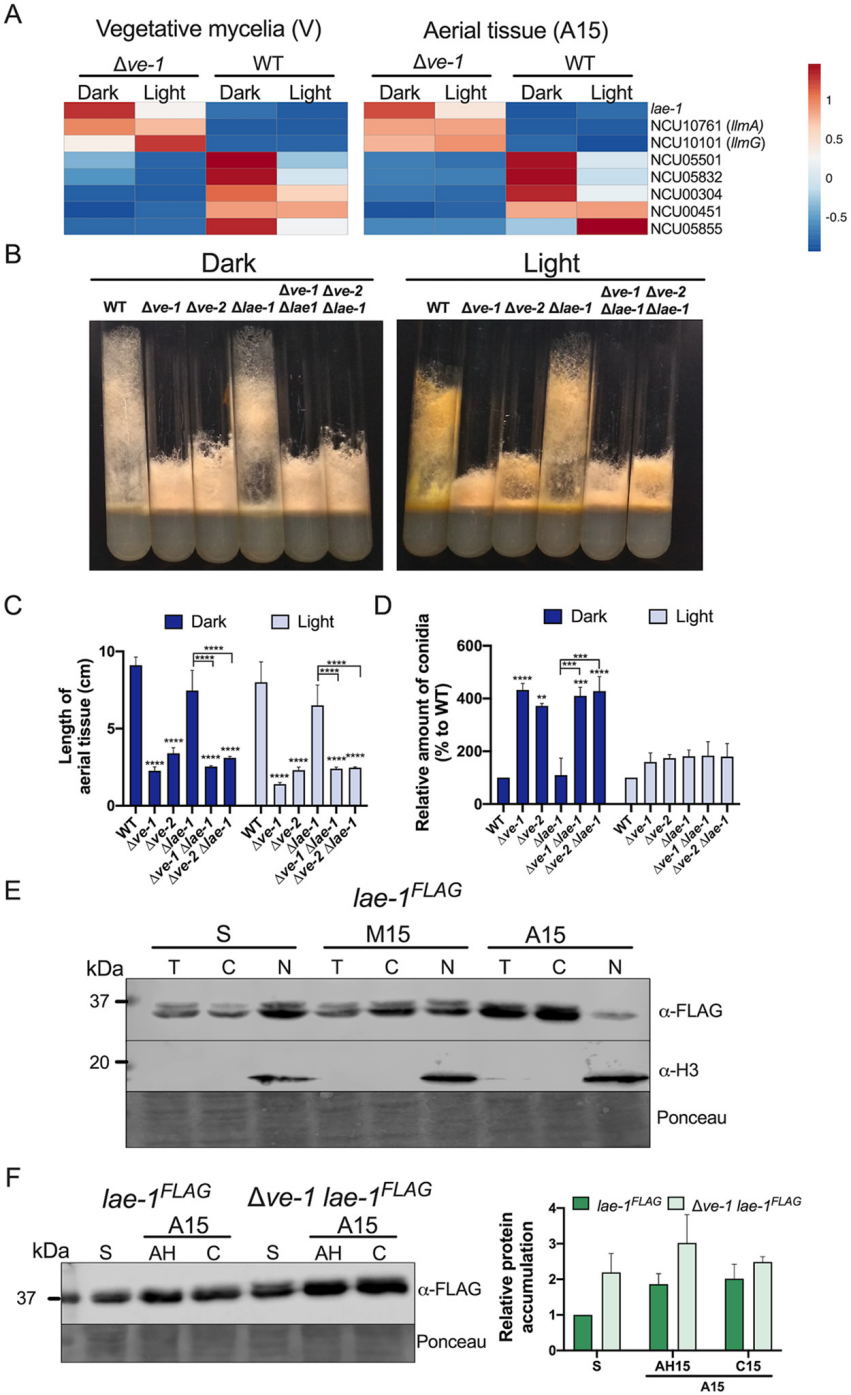
VE-1 regulates transcription of methyltransferase genes. (A) Heat map of relative transcript levels of DEGs encoding methyltransferases in submerged vegetative mycelia (V) or in aerial tissue at 15 h (A15) after induction of conidiation in wild-type and Δ*ve-1* mutant strains. (B) Photographs of culture tube phenotypes of the wild type and Δ*ve-1*, Δ*ve-2*, Δ*lae-1*, and double deletion mutants after 3 days of growth at 30°C in the dark or the light. (C) Lengths of aerial tissue of the wild-type and mutant strains after 3 days of growth at 30°C in the dark or the light. (D) Relative amounts of conidia produced in the wild type and single and double deletion mutants. Conidia from cultures grown in the dark and the light at 30°C were collected after 3 days of incubation, and the amounts plotted relative to the amount produced by the wild type in the dark or the light. (E) Subcellular localization of LAE-1 during conidiation. We collected samples from submerged vegetative mycelia (S), supporting vegetative mycelia (M15), and aerial tissue (A15) from the *lae-1^FLAG^* strain growing in the light. Total protein samples (T) or samples enriched in cytoplasmic (C) or nuclear (N) proteins were separated by SDS-PAGE and hybridized with antibodies specific for FLAG or histone H3. An amount of 70 μg of protein was loaded per lane. As a loading control, we used Ponceau staining of each protein sample. (F) Accumulation of LAE-1 during conidiation. Protein samples from cultures kept in the light were obtained from submerged vegetative mycelia (S). Aerial tissue (A15) was collected after 15 h of induction of conidiation, separated by filtration, and cleaned by centrifugation to obtain separate samples of aerial hyphae (AH) and conidia (C). We used the *lae-1^FLAG^* and Δ*ve-1 lae-1^FLAG^* strains. Proteins were separated by SDS-PAGE and hybridized with an antibody specific for FLAG. An amount of 70 μg of protein was loaded per lane. As a loading control, we used Ponceau staining of each protein sample. Plots show the mean values and standard errors from three independent experiments. Two-way ANOVA comparisons were performed between the values for all strains. Statistical significance is shown only for comparisons between the wild-type and single mutant strains and between every combination of a single mutant with the corresponding double mutant strains (Δ*lae-1* versus Δ*ve-1* Δ*lae-1*, Δ*lae-1* versus Δ*ve-2* Δ*lae-1*, etc.). Significant differences are indicated by asterisks, as follows: *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

Given the role of LAE-1 as part of the velvet complex (28) and the possible regulatory relationship with VE-1, we characterized the developmental phenotypes of a Δ*lae-1* mutant in combination with mutations in *ve-1* or *ve-2*. The developmental phenotypes of mutations in either Δ*ve-1* or Δ*ve-2* (shorter aerial tissue and increased conidiation in the dark) were not suppressed by a deletion of *lae-1*. The two double mutants (Δ*ve-1* Δ*lae-1* and Δ*ve-2* Δ*lae-1*) showed the same developmental phenotypes as the Δ*ve-1* or Δ*ve-2* single mutants (Fig. 4B and C). The absence of a clear conidiation phenotype in the Δ*lae-1* mutant alone or in combination with mutations in *ve-1* or *ve-2* suggests a major role for VE-1 and VE-2 in the developmental regulatory activity by the velvet complex (Fig. 4D). Using a FLAG-tagged *lae-1* strain, we observed accumulation of LAE-1 during asexual development that followed a similar pattern to that of VE-2. The levels of LAE-1 in both vegetative mycelia (submerged and supporting mycelia) and aerial tissue were similar, with small increases in the amounts of LAE-1 in aerial hyphae and conidia 15 and 24 h after the induction of asexual development; LAE-1 localized in the cytoplasmic and nuclear fractions, but it was less abundant in nuclei of aerial tissue (Fig. 4E and F and Fig. S2). Developmental regulation of *lae-1* was not observed by transcriptome analysis (Data Set S3), but the increases in *lae-1* levels in the Δ*ve-1* strain suggested that the absence of VE-1 altered the accumulation of LAE-1. Indeed, we observed a 2-fold increase in the LAE-1 protein level in the absence of VE-1 in submerged vegetative mycelia and a slight increase in aerial tissue in the Δ*ve-1* mutant (Fig. 4F). 

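In the wild type, the log_2_FC of *lae-1* between A15 and S was 1.23 in the dark (standard error 0.302, adjusted *P* = 0.00801) and 1.41 in the light (standard error 0.301, adjusted *P* = 0.00262). In the mutant, it was 1.75 in the dark (standard error 0.297, adjusted *P* = 0.000315) and 0.99 in the light (standard error 0.300, adjusted *P* = 0.0144). Every A15 replicate (n = 2) was above every S replicate (n = 4) in both strains, and none of the 10 alternatives called *lae-1*. The difference between the strains in this change was 0.52 in the dark (adjusted *P* = 0.667) and −0.42 in the light (adjusted *P* = 0.768).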

Our results suggest that VE-1 plays a regulatory role not only in the transcription of *lae-1* but also in the accumulation of LAE-1.

### Role of VE-1 in aerial tissue length: identification of VIB-1.

As shown by the experiments described above, the deletion of *ve-1* produced two major phenotypes during growth on solid medium: a drastic reduction in the length of aerial tissue and increased conidiation in the dark. It is possible that some of the genes misregulated in the Δ*ve-1* mutant could play a role in the developmental alterations produced by a nonfunctional velvet complex. A number of genes that were identified as DEGs in our transcriptomic results were selected based on the following criteria: (i) genes up- and downregulated by conidiation exclusively in the wild type with differences in log_2_FCs of >3 and (ii) genes showing differences in mRNA accumulation (up and down) in aerial tissue in the dark and the light with log_2_FCs of >3 after pairwise comparisons between the wild type and the Δ*ve-1* mutant. 

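When the criteria were applied to the calls of edgeR, 48 genes met the first, a call between A15 and S in the wild type and not in the mutant with log_2_FCs that differed by more than 3. The second, a call between the strains in A15 with an absolute log_2_FC over 3, was met by 2 genes, *ve-1* and NCU09968. With the calls of DESeq2 on only the groups compared, 32 genes met the first and 225 the second, and 237 met either. The first criterion does not say whether a gene had to be called in 1 light condition or in both, and either was accepted. The second names the dark and the light. It was applied here with a call in either, which is looser than a call in both.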

We then used the collection of N. crassa deletion mutants (33) with the most promising candidate genes to characterize their developmental phenotypes with the aim of identifying mutants with a phenotype similar to that of the Δ*ve-1* mutant.

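All 268 genes of Data Set S4 were in the table of counts. Of these, 26 met 1 of the criteria with the calls of edgeR, and 137 with the calls of DESeq2 on only the groups compared, the alternative that moved the number most.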

We identified 268 genes whose deletion strains were available in the collection of N. crassa deletion mutants (Data Set S4); the phenotype of each strain was assayed by growth in slants and in 55-mm petri dishes. Mutants with defects in the length of aerial tissue and in the pattern of conidiation across the petri dish were further selected for phenotypic confirmation. Eight mutants showed alterations in their growth pattern, of which three strains displayed a growth phenotype similar to that of the Δ*ve-1* strain. One of these three mutants had a growth phenotype that did not segregate with the hygromycin resistance marker used for deleting the gene, while the gene deleted in the second mutant was expressed weakly under all conditions. The third candidate gene was NCU03725, which had lower expression in the Δ*ve-1* mutant than in the wild type during conidiation (log_2_FCs of −2.37 in the dark −3.20 in the light) (Data Set S1). 

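*vib-1* (NCU03725) lies on chromosome V from 2215819 to 2219221. In dark A15, its mRNA was at 40.1 ± 10.5 CPM in the mutant and 202 ± 27.2 in the wild type (n = 2 each), a log_2_FC of −2.33 (standard error 0.433, adjusted *P* = 0.0366 from edgeR). In light-exposed A15, it was at 17.4 ± 0.341 against 159 ± 84.1 (n = 2 each), a log_2_FC of −3.19 (standard error 0.450, adjusted *P* = 0.0214). Leaving out 1 replicate at a time gave log_2_FCs between −2.64 and −2.10 in the dark and between −3.65 and −2.52 in the light. The adjusted *P* value ran from 1.6e-05 to 0.0425 in the dark and from 1.98e-11 to 0.0253 in the light over the 9 alternatives, of which DESeq2 on the same libraries, DESeq2 on only the groups compared and edgeR at an adjusted *P* value under 0.05 called *vib-1*.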

Mutation of this gene resulted in a defect in the length of aerial tissue and a conidiation pattern intermediate between those of the Δ*ve-1* mutant and the wild-type strain (Fig. 5). The gene NCU03725 has been characterized previously as *vib-1* (vegetative incompatibility blocked-1) and encodes a homolog of Saccharomyces cerevisiae NDT80, a transcription factor involved in the regulation of genes during meiosis (34). VIB-1 does not play a role in meiosis in N. crassa (35) but has been identified as a major regulator of responses to nitrogen and carbon starvation (36) and as essential for the expression of genes involved in non-self-recognition and cell death in N. crassa (37, 38). In addition, VIB-1 has been described as a negative regulator of conidiation (39). We hypothesize that VE-1 could regulate conidiation by acting as a positive regulator of the expression of *vib-1*. To test this hypothesis, we created double mutants with mutations of *ve-1* and *ve-2* along with the mutation of *vib-1*. All single and double (Δ*ve-1* Δ*vib-1* and Δ*ve-2* Δ*vib-1*) mutants showed reduced length of aerial tissue both in the light and the dark and increased conidiation in the dark, like each of the single Δ*ve-1* and Δ*ve-2* mutants (Fig. 5). The two double mutants (Δ*ve-1* Δ*vib-1* and Δ*ve-2* Δ*vib-1* strains) both showed a decrease in the length of aerial tissue compared to that of the Δ*vib-1* mutant alone (with the exception of the Δ*ve-2* Δ*vib-1* mutant in the dark), suggesting that VIB-1 may operate, at least partially, in a different pathway for the regulation of asexual development and that control of aerial hyphal growth requires both VE-1 and VIB-1 in N. crassa. Previously, Wu et al. identified 1,742 VIB-1 binding sites by DNA affinity purification sequencing (DAP-seq) (36); VIB-1 bound the promoters of 94 (dark) and 86 (light) DEGs out of 237 and 343 genes that required VE-1 for proper expression during conidiation in the dark and the light, respectively (Fig. 3C). This accounted for 39% (dark) and 25% (light) of the DEGs, which supports the proposal that a significant proportion of the VE-1 regulon requires VIB-1.

**FIG 5:**
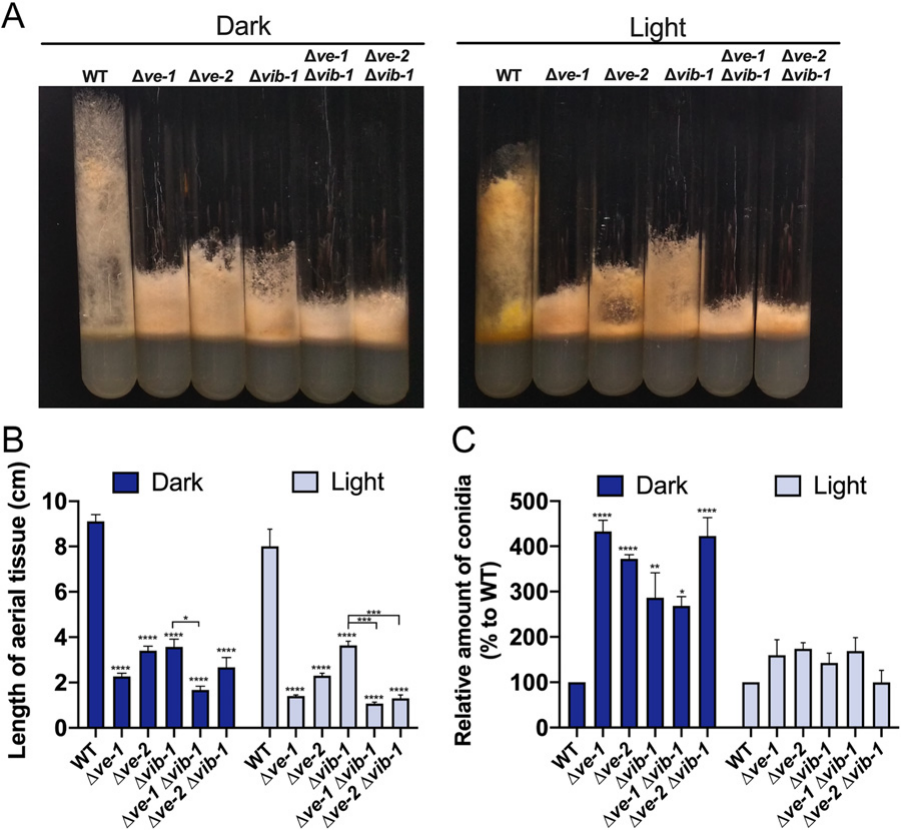
VE-1 regulates *vib-1* during the development of aerial tissue and conidiation. (A) Photographs of culture tube phenotypes of the wild type and Δ*ve-1*, Δ*ve-2*, Δ*vib-1*, and double deletion mutants after 3 days of growth at 30°C in the dark or the light. (B) Lengths of aerial tissue of wild-type and mutant strains after 3 days of growth at 30°C in the dark or the light. (C) Relative amounts of conidia produced in the wild type and single and double deletion mutants. Conidia from cultures grown in the dark and the light at 30°C were collected after 3 days of incubation, and the amounts plotted relative to the amount produced by the wild type in the dark or the light. Plots show the mean values and standard errors from three independent experiments. Two-way ANOVA comparisons were performed between the values for all strains. Statistical significance is shown only for comparisons between the wild-type and single mutant strains and between every combination of a single mutant with the corresponding double mutant strains (Δ*vib-1* versus Δ*ve-1* Δ*vib-1*, Δ*vib-1* versus Δ*ve-2* Δ*vib-1*, etc.). Significant differences are indicated by asterisks, as follows: *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

10.1128/mbio.01505-22.9 DATA SET S4 List of N. crassa mutants screened for *ve-1* phenotype. Download Data Set S4, XLSX file, 0.04 MB. Copyright © 2022 Cea-Sánchez et al. 2022 Cea-Sánchez et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Role of VE-1 in conidiation: regulation of *fl* and microconidiation.

Genetic analysis has led to the proposal that FL and VIB-1 participate in the same pathway for the regulation of conidiation and that FL partially activates conidiation by repressing VIB-1 (39). We have shown that VE-1 is required for the transcription of *vib-1* and that VE-1 is a repressor of *fl* and other conidiation genes (Fig. 6A; Fig. S3C and Data Set S3). 

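Compared directly between the strains in A15, *fl* had a log_2_FC of 1.48 in the dark (standard error 0.515, adjusted *P* = 0.163 from edgeR), with 1435 ± 177 CPM in the Δ*ve-1* mutant and 515 ± 14.7 in the wild type (n = 2 each). In the light, it was 0.64 (adjusted *P* = 0.525), with 1457 ± 13.5 against 937 ± 648 (n = 2 each). In the light, the wild-type replicates of *fl* were at 479 and 1395 CPM, and leaving out 1 replicate at a time gave log_2_FCs between 0.06 and 1.61. In the dark, *con-10* had a log_2_FC of 2.24 (adjusted *P* = 0.0914), *acon-3* of 1.71 (adjusted *P* = 0.137), *con-6* of 1.42 (adjusted *P* = 0.202), *csp-1* of 1.36 (adjusted *P* = 0.277), *csp-2* of 1.31 (adjusted *P* = 0.172), *con-13* of 1.07 (adjusted *P* = 0.29), *acon-2* of 1.00 (adjusted *P* = 0.142), *con-8* of 0.90 (adjusted *P* = 0.39) and *fld* of 0.78 (adjusted *P* = 0.322), all with more mRNA in the mutant. With 1 replicate left out at a time, the log_2_FCs of these genes in the dark ran from 0.20 for *con-13* to 3.06 for *con-10*. In the light, the log_2_FCs of these genes ran from −0.15 for *fld* to 1.40 for *con-8*, with adjusted *P* values of at least 0.16. None of the 9 alternatives called any of these genes between the strains in A15. Over these alternatives, the adjusted *P* value in the dark ran from 0.0368 to 0.242 for *fl* and from 0.0011 to 0.145 for *con-10*. The lowest value came from DESeq2 for each.

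**Figure D4:**
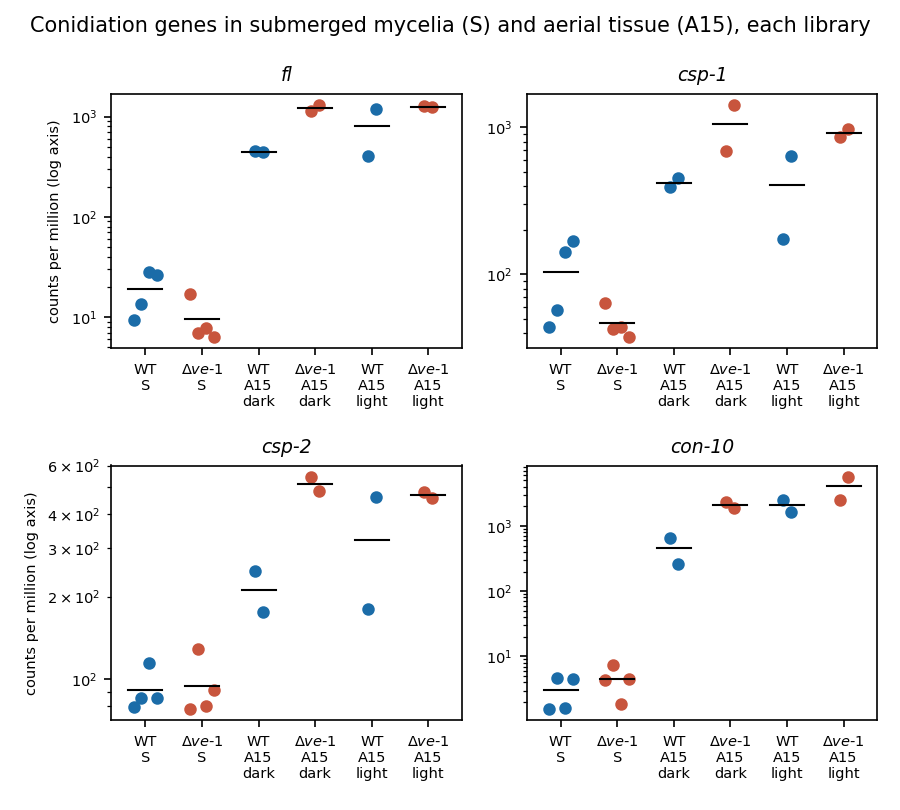
mRNA accumulation of *fl*, *csp-1*, *csp-2* and *con-10* in S, dark A15 and light-exposed A15 of the wild type and the Δ*ve-1* mutant, in CPM on a log axis; each point is a library and each line the mean of a group, with 4 libraries per group in S and 2 in A15. In dark A15, the mutant libraries of each gene lie above the wild-type libraries, and in S the libraries of the strains overlap or lie close together.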

FL is a key transcription factor in the regulation of conidiation since *fl* mutants are blocked in the transition from minor to major constrictions during the development of conidia (12, 14). To characterize a possible interaction between FL and VE-1 in the regulation of conidiation, we created double mutant strains with mutations in *ve-1* or *ve-2* along with *fl*.

**FIG 6:**
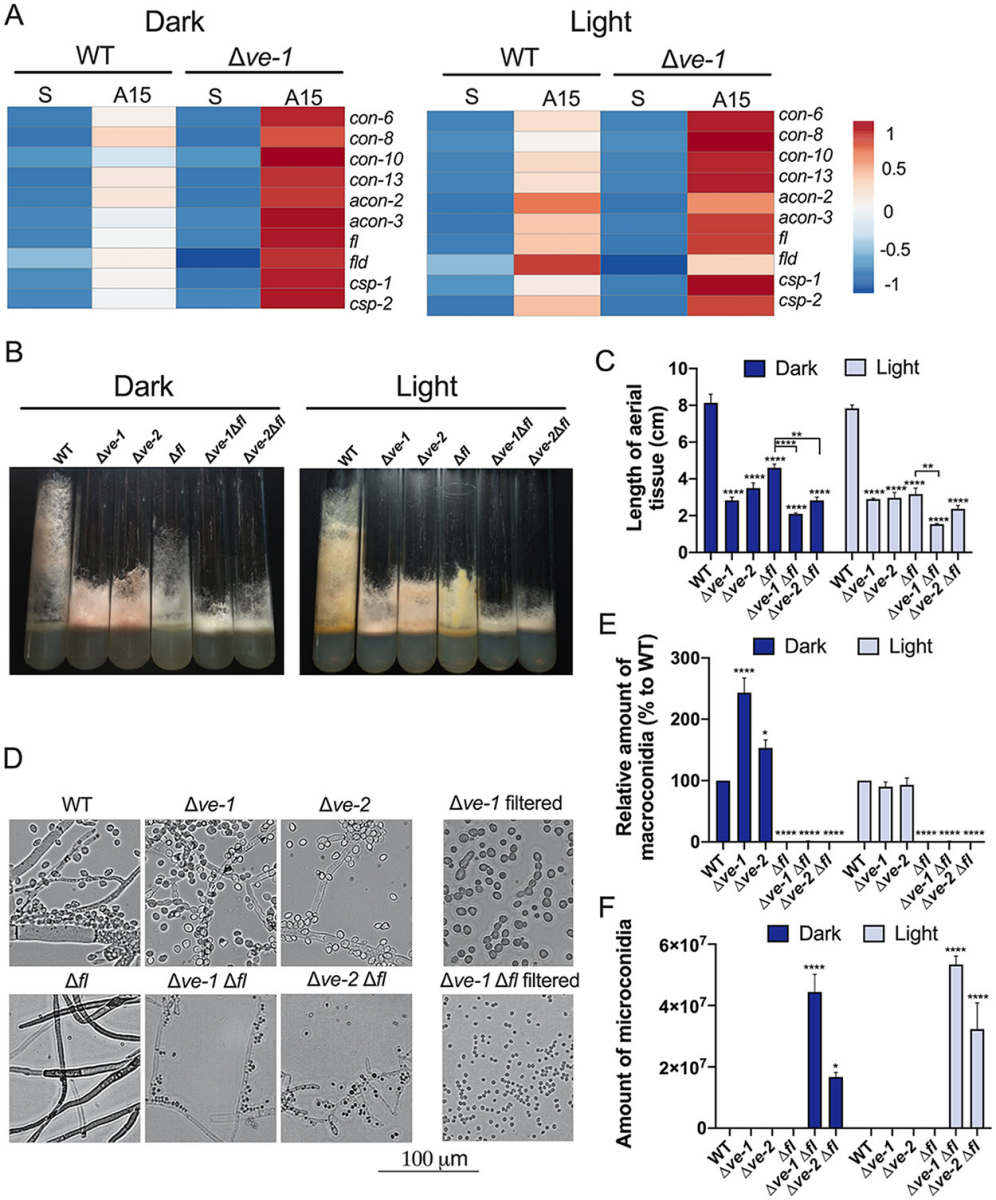
The velvet complex regulates microconidiation. (A) Heat map of relative transcript levels of conidiation-related genes in submerged vegetative mycelia (S) or in aerial tissue 15 h (A15) after induction of conidiation in the dark or after exposure to light for 30 min prior to collection. We used the wild-type and the Δ*ve-1* mutant strains. (B) Photographs of culture tube phenotypes of the wild type and Δ*ve-1*, Δ*ve-2*, Δ*fl*, and double deletion mutants after 3 days of growth at 30°C in the dark or the light. (C) Lengths of aerial tissue of the wild-type and mutant strains after 3 days of growth at 30°C in the dark or with light. (D) Vegetative hyphae and conidiation (macro- and microconidiation) in samples of each single and double mutant. Macro- and microconidia from Δ*ve-1* and Δ*ve-1* Δ*fl* strains were obtained after filtration with cheese cloth. (E) Relative amounts of macroconidia in the wild type and single and double deletion mutants. Results are plotted relative to the amount produced by the wild type in the dark or the light. (F) Amounts of microconidia in the wild type and single and double deletion mutants. Conidia (macro- and microconidia) were collected from cultures grown in the dark and the light at 30°C after 3 days of incubation. Plots show the mean values and standard errors from three independent experiments. Two-way ANOVA: *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

The Δ*ve-1* Δ*fl* and Δ*ve-2* Δ*fl* double mutant strains displayed the short aerial phenotype that is characteristic of each of the Δ*ve-1*, Δ*ve-2*, and Δ*fl* single mutants (Fig. 6B and C), but the double mutants showed shorter aerial tissue than the Δ*fl* strain (with the exception of the Δ*ve-2* Δ*fl* mutant in the light), suggesting that VE-1, VE-2, and FL act, at least partially, in different pathways to regulate the growth of aerial tissue. The Δ*ve-1* Δ*fl* and Δ*ve-2* Δ*fl* strains lacked macroconidial production, like the Δ*fl* single mutant, but the double mutants produced large amounts of microconidia, unlike each single mutant (Fig. 6D to F). The increase in microconidiation in the Δ*ve-1* Δ*fl* and Δ*ve-2* Δ*fl* mutants suggests that the velvet complex acts as a repressor of microconidiation when the macroconidiation pathway is blocked by a deletion of *fl*. Our results support the proposal that the velvet complex plays a key role in the transcriptional regulation of conidiation and the balance between macro- and microconidiation in N. crassa.

## DISCUSSION

Velvet proteins and the velvet complexes regulate development, secondary metabolism, and pathogenicity in fungi, but the specific roles of the velvet proteins may differ from one species to another, which is particularly evident in the regulation of fungal development. For example, in A. nidulans, VeA plays a crucial role in conidiation in response to red light (40), and its role depends on its subcellular localization, which is regulated by light (18, 21). The VeA homolog is required for conidiation in Penicillium chrysogenum (41) and Trichoderma reesei (42). However, deletion of the *veA* homolog results in a hyperconidiating phenotype in Aspergillus fumigatus (43). In several species of Fusarium, mutations in *veA* homologs result in alterations in conidiation that are specific for each species. For example, deletion of the *veA* homolog in Fusarium verticillioides and Fusarium fujikoroi resulted in increased macroconidiation and decreased microconidiation (44, 45), but the same deletion in Fusarium oxysporum resulted in reductions in aerial hyphal formation and conidial production (46). VeA and homologous proteins act as global regulators of fungal development (16, 17). Here, we show that in N. crassa, a mutation in *ve-1* or *ve-2* results in a reduced length of aerial tissue and increased conidiation in the dark by modulating the transcriptional responses.

The N. crassa velvet complex is composed of VE-1, VE-2, and LAE-1 (28). In addition, the velvet protein VOS-1 interacts with VE-1 and VE-2 (28). Our observation that mutations in *ve-1* or *ve-2* resulted in alterations of asexual development, while mutants with mutations in *vos-1* or *lae-1* had a wild-type phenotype, suggests a role in the regulation of asexual development for a regulatory complex composed of VE-1 and VE-2. The stability of the levels of VE-2 during conidiation, unlike the levels of VE-1, suggests that VE-1 acts as the limiting component in the formation of complexes with VE-2 and LAE-1 and that the activity of these complexes is regulated by the availability of VE-1.

Given the key role that VE-1 should have in the formation and activity of the velvet complex, we characterized the transcriptome of a Δ*ve-1* mutant strain during vegetative growth and in the early stages of conidiation. Our results show that the absence of VE-1 led to major changes in the conidiation transcriptome, suggesting that the developmental phenotypes we observed are due to changes in transcription. Given the DNA-binding capability of the velvet domain (19), it is conceivable that VE-1 regulates transcription directly by binding to target promoters, as has been shown for VeA in A. nidulans (23). VE-1 may also indirectly regulate conidiation-dependent transcription factors, as we identified a set of transcription factor genes with altered transcriptional profiles in the absence of VE-1 that could participate in the regulation of conidiation in coordination with VE-1. In addition, the absence of VE-1 led to changes in the accumulation of mRNAs for the LAE-1 gene (and genes encoding other methyltransferases) and the VOS-1 gene, suggesting that VE-1 also regulates the composition of its interacting partners through transcriptional regulation.

We have identified the transcription factor VIB-1 as a candidate protein that participates with VE-1 in the regulation of development in N. crassa. *vib-1* was initially identified in N. crassa as a gene required for the regulation of vegetative incompatibility and encodes a transcription factor (37). More recently, it was shown that VIB-1 directly binds and regulates genes associated with nutrient assimilation and regulation of genes associated with plant cell wall deconstruction (36). In particular, two genes encoding LaeA-like methyltransferase domains (NCU05832 and NCU05501) that were downregulated in the Δ*ve-1* mutant are in the core VIB-1 regulon, while four additional LaeA-like genes (NCU04909, NCU04717, NCU04707, and NCU01148) are direct targets of VIB-1. Genetic interactions between *vib-1* and *fl*, a key regulator of conidiation that encodes a conidiation-dependent transcription factor, led to the proposal that FL acts as a negative regulator of VIB-1 and that VIB-1 is a repressor of conidiation (39). In this hypothesis, the aconidial phenotype of *fl* is due to an excessive repression of conidiation by VIB-1. Our transcriptomic analysis shows that *vib-1* is downregulated in the absence of VE-1, while *fl* and other conidiation genes are upregulated, suggesting that VE-1 participates in the regulation of conidiation by repressing the transcription of *fl*, among other TF genes, and activating the transcription of *vib-1*.

When the *fl* mutation in the aconidial Δ*fl* strain was combined with the deletion of either *ve-1* or *ve-2*, the resulting double mutant strains produced large amounts of conidia. However, instead of producing large multinucleate macroconidia, the double Δ*ve-1* Δ*fl* and Δ*ve-2* Δ*fl* strains produced large amounts of microconidia. These are small and uninucleate (unlike macroconidia) and are only observed under specific environmental conditions with high humidity, low temperature, and limiting nutrients (9). Under our growth conditions, we did not detect microconidia in the wild-type or the *fl* mutant strain. In addition, we could not detect microconidia in the single Δ*ve-1* or Δ*ve-2* strains, suggesting that the absence of VE-1 or VE-2 alone was not sufficient to induce microconidiation. Instead, the suppression of macroconidiation by the absence of FL and of VE-1 or VE-2 led to a misregulation of microconidiation and an abundant production of microconidia in these double mutant strains.

How could VE-1 and VE-2 regulate microconidiation? It is possible that the VE-1/VE-2 complex may regulate microconidiation by controlling the transcription of key regulatory genes, as observed in the regulation of macroconidiation. Two strains that overproduce microconidia have been reported in the past, and they carry mutations in *fl* together with mutations in other genes (*pe;fl* and *dn;fl*) (9). The presence of a mutation in *fl* in several microconidiating strains suggests that in order to overproduce microconidia, N. crassa requires a blockage of macroconidiation and mutations in other regulatory genes. Genetic mapping and mutant sequencing identified *pe* as an allele of *ve-1* (S. Baker, D. Wright, and M. Freitag, personal communication), and it is possible that *dn* is an allele of *ve-2* or a novel gene involved in the regulation of microconidiation. In addition, several conidiation (*con*) genes are expressed during macro- and microconidiation (11), suggesting common regulatory elements, such as VE-1 and VE-2. It is tempting to hypothesize that the VE-1/VE-2 complex participates in the repression of microconidiation by regulating, in addition, the transcription of microconidiation-specific regulators yet to be identified.

## MATERIALS AND METHODS

### Strains and culture conditions.

Fungal strains used in this work are listed in Table S1. Escherichia coli DH5a was used for plasmid manipulations. S. cerevisiae strain FY834 (*MAT*α *his3Δ200 ura3-52 leu2Δ1 lys2Δ202 trp1Δ63*) was employed for assembling PCR fragments for gene tagging in N. crassa. Strain manipulation and growth medium preparation followed standard procedures and protocols (47). General procedures and media for N. crassa are available at the Fungal Genetic Stock Center website (www.fgsc.net/Neurospora/NeurosporaProtocolGuide.htm).

10.1128/mbio.01505-22.4 TABLE S1 List of strains used in this study. Download Table S1, PDF file, 0.1 MB. Copyright © 2022 Cea-Sánchez et al. 2022 Cea-Sánchez et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

For the light induction experiments in vegetative mycelia, 10^6^ conidia were inoculated into 25 mL of Vogel’s liquid medium in 90-mm plates, which were incubated in complete darkness at 22°C for 48 h. The cultures were then exposed to the light for 30 min. A control treatment was always kept in the dark. Vegetative mycelia were collected, dried on paper, frozen in liquid nitrogen, and stored at −80°C.

For the induction of conidiation, we modified the method of Bailey and Ebbole (14). A total of 10^7^ conidia were inoculated into 200 mL of Vogel’s liquid medium in 500-mL flasks and incubated for 24 h at 30°C with agitation. Vegetative mycelia were collected by filtration onto filter paper, covered with an additional layer of filter paper, and placed on top of 25 mL of Vogel’s solid medium in 90-mm plates to induce conidiation. Cultures were incubated at 30°C for 15 h or 24 h to allow the aerial hyphae to develop and grow through the filter paper. Samples of the aerial tissue (aerial hyphae and developing conidia) located on top of the filter papers and the supporting vegetative mycelial mat located between the two filter papers were collected separately. In some experiments, conidia were separated from aerial hyphae in the aerial tissue by filtration through cheesecloth and purified by centrifugation. Samples of submerged vegetative mycelia from the initial liquid cultures were collected as vegetative controls. Cultures were either kept in the dark or under constant light or kept in the dark and then exposed to 30 min of light prior to collection. Samples were dried on paper, frozen in liquid nitrogen, and stored at −80°C.

Constant illumination was provided by a set of fluorescent lamps (containing 1 W/m^2^ of blue light). All the manipulations in the dark were performed under red light. At least three independent biological replicates were employed in RNA or protein quantification experiments.

### Plasmid construction and gene replacement.

The generation of an N. crassa strain with genes tagged by the FLAG epitope after replacement of the wild-type allele was performed by following a previously described method (48) with minor modifications. The generation of knock-in tagging cassettes involved the generation of three DNA segments of about 1.2 kb in length, including one segment corresponding to DNA upstream from the stop codon (5′ untranslated region [5′-UTR] of *ve-1*), a segment corresponding to the FLAG epitope and hygromycin resistance gene fusion (10×Gly::3×FLAG::*hph*), and a final segment corresponding to DNA downstream from the stop codon (3′-UTR of gene of interest). Each flank was obtained by PCR using primers (Table S2) with a tail complementary to the tagging fragment obtained by digestion of plasmid DNA (plasmid p3xFLAG::hph::loxP; GenBank accession number FJ457009). The three fragments (two PCR products and a linear digested fragment) and the linearized plasmid pRS426 were fused to make the knock-in cassettes by recombination in an auxotrophic strain of S. cerevisiae (49). The FLAG epitope was fused to the carboxy end of the protein of interest by a polyglycine adaptor, followed by the hygromycin resistance gene (*hph*) for the selection of transformed N. crassa strains. Transformants were backcrossed with the wild-type strain to isolate homokaryotic strains. Genetic crosses were performed to obtain strains that carried the desired new allele with the coding sequence for the FLAG epitope along with other selected mutations. All strains were verified by PCR and Western blotting.

10.1128/mbio.01505-22.5 TABLE S2 List of primers used in this study. Download Table S2, PDF file, 0.1 MB. Copyright © 2022 Cea-Sánchez et al. 2022 Cea-Sánchez et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### RNA isolation and quantitative RT-PCR.

Mycelia were disrupted by two 0.5-min pulses in a cell homogenizer (FastPrep-24; MP Biomedicals) with 1.5 g of zirconium beads (0.5-mm diameter) in 1.9-mL screw-cap tubes by using the RNeasy plant minikit (Qiagen) with the RLC buffer following the manufacturer’s procedure. The extracts in screw-cap tubes were clarified by centrifugation (13,000 rpm) for 5 min prior to RNA purification. The RNA samples were treated with DNase I (USB) prior to use in reverse transcription (RT)-PCR experiments. The quality of the RNA was confirmed by inspecting the absorption spectra at 260 nm as recommended by the supplier of the RT-PCR kit and equipment. The primers employed for quantitative RT-PCR are detailed in Table S2. Quantitative RT-PCR experiments were performed using one-step RT-PCR in a LightCycler 480 II instrument (Roche) by using the one step SYBR PrimeScript RT-PCR kit (TaKaRa Bio, Inc.), 0.2 μM each primer, and 12.5 ng of RNA in a 10-μL reaction mixture volume. The reaction settings consisted of 5 min at 42°C, followed by 10 s at 95°C, and then 40 cycles of DNA amplification (5 s at 95°C and 20 s at 60°C). After each PCR, we performed a melting curve analysis to show the specific amplification of single DNA segments and the absence of nonspecific amplified DNA. The fluorescence signal obtained for each gene was normalized to the corresponding fluorescence signal obtained with *tub-2* to correct for sampling errors. Expression data are the average values from at least three independent experiments.

### Protein isolation and detection.

Proteins were extracted from mycelia by previously described methods (50) using a modified lysis buffer (50 mM HEPES, pH 7.4, 137 mM NaCl, 10% glycerol, 5 mM EDTA, 29.3 μM phenylmethyl-sulfonyl fluoride [PMSF], 6.3 μM leupeptin, 4.4 μM pepstatin A). Total proteins were subjected to SDS-PAGE on 10% (29:1) acrylamide-bisacrylamide gels and transferred to nitrocellulose membranes. Equal loading was confirmed by staining the hybridization membrane with Ponceau S solution. Membranes were hybridized with monoclonal antibody against FLAG (F3165, 1:10,000; Sigma) or polyclonal antibody against histone H3 (AB1791, 1:5,000; Abcam). Horseradish peroxidase (HRP)-conjugated goat anti-mouse IgG (1721011, 1:10,000; Bio-Rad) was used as a secondary antibody for anti-FLAG antibody, and goat anti-rabbit IgG (1706515, 1:10,000; Bio-Rad) was used as the secondary antibody for anti-HA and anti-histone H3 antibody detections.

Nuclear fraction purifications were performed as developed by Baum and Giles (51) with minor modifications (52, 53). Mycelia were pulverized to a fine powder in liquid nitrogen. Eight milliliters of buffer A (1 M sorbitol, 7% [wt/vol] Ficoll, 20% [vol/vol] glycerol, 5 mM magnesium acetate, 5 mM EGTA, 3 mM calcium chloride, 50 mM Tris-HCl, pH 7.5) was added to the powder. Once homogenized, the mixture was filtered through gauze and two volumes of buffer B (10% [vol/vol] glycerol, 5 mM magnesium acetate, 5 mM EGTA, 25 mM Tris-HCl, pH 7.5) was added to the filtrate. The mix of filtrate and buffer B was added to 10.4 mL buffer C (1:1.7 buffers A/B) slowly, to prevent the liquid phases from mixing. This step was performed on 25- by 89-mm centrifuge tubes (Beckman). Centrifugation was performed at 3,000 × *g* at 4°C. A 1-mL sample was collected from the supernatant and designated total cell extract. The remainder was added to 5 mL of 1 M sucrose gradient (1 M sucrose, 10% [vol/vol] glycerol, 5 mM magnesium acetate, 1 mM dithiothreitol [DTT], 25 mM Tris-HCl, pH 7.5) slowly, to prevent mixing of liquid phases. Centrifugation was performed for 30 min at 9,400 × *g* at 4°C. The resulting supernatant was collected and designated the cytoplasmic fraction. The pellet was suspended in 500 μL buffer D (50 mM Tris HCl, pH 7.5, 300 mM NaCl, 1.5 mM MgCl_2_, 0.5% NP-40) and designated the nuclear fraction. Samples of the total cell extract, cytoplasmic fraction, and nuclear fraction were quantified.

### RNA-seq and statistical analysis.

Poly(A) selection and preparation of cDNA libraries for RNA were done according to the Illumina mRNA sample preparation guide. Sequencing was performed on the Illumina Genome Analyzer (Illumina HiSeq version 4) by the Next Generation Sequencing Facility at Vienna BioCenter Core Facilities (VBCF), a member of the Vienna BioCenter (VBC), Austria. Single-end reads of 100 nucleotides each were mapped against the N. crassa OR74A genome (NC12.37) obtained from the JGI MycoCosm web portal https://mycocosm.jgi.doe.gov/Neucr2/Neucr2.home.html (54) by using TopHat 2.11 (55). The read quality was checked using FastQC 0.11.8 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and automatic preprocessing of the reads was carried out with AfterQC 0.9.6 (56). SeqMonk version 1.45.4 (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/) was used for visualization and quantification of BAM (binary alignment map) files. Transcript features were generated over genes. Quantification was performed using the RNA-seq quantification pipeline on merged transcripts, counting reads over exons and assuming opposing-strand specificity. Differential gene expression analysis was done by using DESeq2 (57). Genes with a log_2_FC of ≥2 or ≤−2 and adjusted *P* values below 0.001 after Benjamin and Hochberg correction were designated differentially expressed genes (DEGs) for comparison between conditions. Three different conditions were analyzed for each strain (Fig. 3A): genes regulated by light during vegetative growth (light regulation experiment) and genes regulated by conidiation (developmental regulation experiment) either in complete darkness for 15 h (A15 dark) or with development in the dark followed by 30 min of light exposure (A15 light). In addition, differential gene expression analysis was carried out to examine pairwise differences between wild-type and Δ*ve-1* strains under different developmental conditions.

Genes showing significant differences in relative expression levels (DEGs) were classified according to their known or putative gene information in the integrated functional genomic database FungiDB (58). All the genes selected were used to create Venn diagrams using http://www.venndiagrams.net/, followed by GO analysis using the FungiFun2 database (59) for enrichment of GO terms into biological processes, cellular components, and molecular functions. The significantly associated gene ontology terms (adjusted *P* value of <0.05) were imported to Revigo (reduce and visualize Gene Ontology), where they were clustered based on their relatedness and any redundancy was removed (60). Heat maps were generated with log_2_ transcripts per kilobase per million (TPM) values using ClustVis (61).

### Conidiation.

For the quantification of conidiation, we prepared 10-mL tubes with 4 mL of Vogel’s solid medium. Each tube was inoculated with 10^4^ conidia and incubated at 30°C in the dark or in constant light. Conidia were isolated after the addition of 5 mL of water and gentle shaking of each tube. Each conidial suspension was collected and filtered through cheesecloth. Each sample was centrifuged and resuspended in sterile water three times prior to quantification in a hemocytometer. We stored conidial samples at 4°C and assayed their viability by plating diluted samples in sorbose agar to induce colonial growth. The plates were incubated at 34°C for 2 days, and the number of N. crassa colonies counted to quantify the number of viable conidia after each period of storage at 4°C.

### Data availability.

RNA-seq results have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE180332.

# Supplementary material for: Transcriptional Regulation by the Velvet Protein VE-1 during Asexual Development in the Fungus Neurospora crassa
**Source:** mBio. 2022 Aug 1;13(4):e01505-22. doi: 10.1128/mbio.01505-22
**Supplement:** TABLE S1

**Table S1. List of strains used in this study**

| <b>Strain</b>                                   | <b>Genotype</b>                               | <b>Source</b>            |
|-------------------------------------------------|-----------------------------------------------|--------------------------|
| FGSC#2489                                       | 4-OR23-1V mat A                               | FGSC                     |
| FGSC#2490                                       | ORS-SL6a mat a                                | FGSC                     |
| FGSC#11401                                      | <i>ve-1<sup>KO</sup> mat A</i>                | FGSC                     |
| FGSC#11400                                      | <i>ve-1<sup>KO</sup> mat a</i>                | FGSC                     |
| FGSC #13050                                     | <i>ve-2<sup>KO</sup> mat a</i>                | FGSC                     |
| SC- $\Delta$ <i>ve-2</i>                        | <i>ve-2<sup>KO</sup> mat A</i>                | This study               |
| FGSC #13536                                     | <i>vos-1<sup>KO</sup> mat A</i>               | FGSC                     |
| SC- $\Delta$ <i>vos-1</i>                       | <i>vos-1<sup>KO</sup> mat a</i>               | This study               |
| FGSC #22596                                     | <i>lae-1<sup>KO</sup> mat a</i>               | FGSC                     |
| SC- $\Delta$ <i>lae-1</i>                       | <i>lae-1<sup>KO</sup> mat A</i>               | FGSC                     |
| FGSC #11044                                     | <i>fl<sup>KO</sup> mat a</i>                  | FGSC                     |
| FGSC #11308                                     | <i>vib-1<sup>KO</sup> mat a</i>               | FGSC                     |
| VE-1::3XFLAG                                    | <i>ve-1<sup>FLAG</sup></i>                    | Gil-Sánchez et al., 2022 |
| VE-2::3XFLAG                                    | <i>ve-2<sup>FLAG</sup></i>                    | Bayram et al., 2019      |
| LAE-1::3XFLAG                                   | <i>lae-1<sup>FLAG</sup></i>                   | Bayram et al., 2019      |
| SC- $\Delta$ <i>ve-1</i> LAE-1::3XFLAG          | <i>ve-1<sup>KO</sup> lae-1<sup>FLAG</sup></i> | This study               |
| SC- $\Delta$ <i>ve-1</i> $\Delta$ <i>ve-2</i>   | <i>ve-1<sup>KO</sup> ve-2<sup>KO</sup></i>    | This study               |
| SC- $\Delta$ <i>ve-1</i> $\Delta$ <i>vos-1</i>  | <i>ve-1<sup>KO</sup> vos-1<sup>KO</sup></i>   | This study               |
| SC- $\Delta$ <i>ve-2</i> $\Delta$ <i>vos-1</i>  | <i>ve-2<sup>KO</sup> vos-1<sup>KO</sup></i>   | This study               |
| SC- $\Delta$ <i>ve-1</i> $\Delta$ <i>lae-1</i>  | <i>ve-1<sup>KO</sup> lae-1<sup>KO</sup></i>   | This study               |
| SC- $\Delta$ <i>ve-2</i> $\Delta$ <i>lae-1</i>  | <i>ve-2<sup>KO</sup> lae-1<sup>KO</sup></i>   | This study               |
| SLC- $\Delta$ <i>ve-1</i> $\Delta$ <i>vib-1</i> | <i>ve-1<sup>KO</sup> vib-1<sup>KO</sup></i>   | This study               |
| SC- $\Delta$ <i>ve-2</i> $\Delta$ <i>vib-1</i>  | <i>ve-2<sup>KO</sup> vib-1<sup>KO</sup></i>   | This study               |
| SC- $\Delta$ <i>ve-1</i> $\Delta$ <i>fl</i>     | <i>ve-1<sup>KO</sup> fl<sup>KO</sup></i>      | This study               |
| SC- $\Delta$ <i>ve-2</i> $\Delta$ <i>fl</i>     | <i>ve-2<sup>KO</sup> fl<sup>KO</sup></i>      | This study               |

# Supplementary material for: Transcriptional Regulation by the Velvet Protein VE-1 during Asexual Development in the Fungus Neurospora crassa
**Source:** mBio. 2022 Aug 1;13(4):e01505-22. doi: 10.1128/mbio.01505-22
**Supplement:** TABLE S2

**Table S2. List of primers used in this study**

| <b>Primers</b>   | <b>Sequence 5'-3'</b>           | <b>Use</b> |
|------------------|---------------------------------|------------|
| con10-45F        | CAGCCACAGCGGAGGC                | RT-PCR     |
| con10-104R       | TTGGAGCAATTTCGCGC               | RT-PCR     |
| ve1-939F         | CGGAGGCCATCTGGGTTT              | RT-PCR     |
| ve1-998R         | GGTGGTTGAGCGGGATACTG            | RT-PCR     |
| ve-2-86F         | CGCGTCATCACCAATTGC              | RT-PCR     |
| ve-2-187R        | ACATGGTGGGATCTTGGTATGG          | RT-PCR     |
| vos-1-460F       | GCACAGCCCTCAGTCTAACCA           | RT-PCR     |
| vos-1-560F       | CACTCCGGTACCATGCAACA            | RT-PCR     |
| lae-1-33 F       | CCAGGACAGTTATCCGTCTTACAGA       | RT-PCR     |
| lae-1-133 R      | CCCCATAGAAGCGTCCGTTT            | RT-PCR     |
| RTcsp-2F         | AGGTTCAACTCGAGCGATGCT           | RT-PCR     |
| RTcsp-2R         | GACTCAATCCAGCCCGTCAA            | RT-PCR     |
| acon3-771F       | GCAACGTGCCCTAACTTTG             | RT-PCR     |
| acon3-832R       | TGGTACCCGCGCAATTTT              | RT-PCR     |
| acon-2-76F       | TCCGAGGACCGCTGCAT               | RT-PCR     |
| acon-2-145R      | AGTTTGGTTCCGTCTTTGCAA           | RT-PCR     |
| fl-811F          | GGCGATTCCCGCTACTGTT             | RT-PCR     |
| fl-869R          | TTGCAGGCCTTTCCCAA               | RT-PCR     |
| fld-1275F        | CGCCAACGCCAGAAA                 | RT-PCR     |
| fld-1350R        | GCAGCGCATGACAACGAA              | RT-PCR     |
| vib-740F         | CCACCCAACCTACCAGAAGT            | RT-PCR     |
| vib-842R         | GTGATCTCCGCCATTGTCTT            | RT-PCR     |
| tub-1073F        | CCCGCGGTCTCAAGATGT              | RT-PCR     |
| tub-1139R        | CGCTTGAAGAGCTCCTGGAT            | RT-PCR     |
| 5'UTR-ve1-sc     | TCATACCCGTCGCTCTGGTTTCTGG       | PCR        |
| 3've1int-sc      | GTTGGCTCGTGGGGTAGACGG           | PCR        |
| 5'UTR-ve1-sc     | AACCTGATTATGCCAGGCCGAT          | PCR        |
| ve-2-5'F-ORF-sc  | ATGCAACCGTACACTTCAAACC          | PCR        |
| ve-2-3'R-ORF-sc  | CCG CCT TAA TAA TCA TCA TCA TCC | PCR        |
| 3'UTRve-2R-sc    | CCGCCTGCGCCTTACCTCC             | PCR        |
| 5've-2intF-sc.   | TGGTCAGGGCGGACAGCA              | PCR        |
| vos-1-5'F-ORF-sc | ATGGCAACAGCATCGCCGCC            | PCR        |
| vos-1-3'R-ORF-sc | GGC CTT ACT TTG GGT CGG C       | PCR        |
| 5'UTRlaeA-sc     | CGA CCG CTA TCT AGC ACG TT      | PCR        |
| 3'UTRlaeA-sc     | TCG GAC AGA ACC CAC CAA AG      | PCR        |
| 3'lae1int-sc     | ACCCAATCGATTTCACCTGCTC          | PCR        |
| hygB-R           | CGTGACGCGGATTTCGGCTCC           | PCR        |
| hygB-1-sc        | GGTCAATACACTACATGGCGTG          | PCR        |
| hygB-2-sc        | CACGCCATGTAGTGTATTGACCG         | PCR        |

How the deposited data were processed for this re-analysis (not part of the article)

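RNA-seq libraries of the wild type and the Δ*ve-1* mutant of *N. crassa*, 24 in all, were analyzed in 10 groups. Submerged vegetative mycelia grown for 48 h at 22°C (V) had 2 libraries for each strain, in the dark or with light for the last 30 min. Submerged mycelia grown for 24 h in the dark (S) had 4 libraries for each strain. Aerial tissue harvested 15 h after the induction of conidiation (A15) had 2 libraries for each strain, in the dark or with light for the last 30 min after 14.5 h in the dark. For S and A15, the paper gives a temperature of 30°C and the sample labels give 22°C, and neither was used in a calculation. Each library was assigned to its strain, stage, light condition and replicate number from its label, and every library was used. The light-exposed A15 libraries carry the replicate numbers 1 and 2 in their titles and 3 and 4 in their library codes.

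The authors preprocessed the single-end reads of 100 nucleotides with AfterQC 0.9.6, mapped them to the NC12 assembly of the OR74A genome with TopHat 2.11 and counted them over the exons of the merged transcripts of each gene with SeqMonk 1.45.4, assuming opposing-strand specificity. The deposited values were raw read counts, 1 column per library and without normalization, for 9758 genes. The values were checked to be whole numbers. Reads were not mapped again, and other files were not used here. Gene symbols came from a reference table, which held 9757 of the identifiers and a symbol for 1118 of them. Coordinates and strands of the genes came from the table of counts.

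Library totals are the sums of the counts over all genes. They ranged from 14010994 to 21885041 (median 16040218.5) over the 24 libraries. In V, the totals in the order of replicates 1 and 2 were 17298697 and 16450372 for the wild type in the dark, 16650611 and 17381241 for the wild type in the light, 18340957 and 21885041 for the mutant in the dark, and 18298057 and 19293597 for the mutant in the light. In A15, they were 16190868 and 17899090 for the wild type in the dark, 14831303 and 15197584 for the wild type in the light, 14697083 and 16753462 for the mutant in the dark, and 15079404 and 15847496 for the mutant in the light. In S, they were 15611371, 14865902, 14466477 and 14889323 for the wild type and 16919386, 15889569, 14010994 and 15049692 for the mutant, in the order of replicates 1 to 4. The smallest amount that the depth can show was taken as 3 counts, which is between 0.137 and 0.182 CPM in V, between 0.168 and 0.204 in A15 and between 0.177 and 0.214 in S. These floors cover counting error only, and replicates differed by more: over the 20 comparisons of 2 replicates, the chi-square per gene was between 25.8 and 812.

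Counts were analyzed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Library sizes were scaled by the TMM method. Genes with low counts were removed with filterByExpr at a minimum count of 10, which left 7760 genes in V, 8193 in A15 and 8239 in S and A15 together. Group means were fitted with the quasi-likelihood method of edgeR in each of these 3 sets of libraries, so that the groups of an experiment shared the estimate of dispersion. *P* values came from its F test and were adjusted by the Benjamini-Hochberg method. As in the paper, a gene was called a DEG at an absolute log_2_FC of at least 2 and an adjusted *P* value under 0.001. The comparisons were the mutant against the wild type in each stage and light condition, light against dark in each strain and stage, and A15 against S in each strain. A difference between the strains in the response to light or in conidiation was tested as an interaction. mRNA accumulation is given as the mean ± SD of the replicates in CPM after TMM scaling, and log CPM used a prior count of 2. A fold against a group with all libraries at or under 3 counts was computed against that floor and is a lower bound.

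The alternatives were set before the data were examined, as were the main tests. Each changed 1 choice, except DESeq2 on only the groups compared, which changed both the tool and the libraries fitted. They were the RLE normalization of DESeq2 in edgeR, scaling by library size only, no filter on low counts, DESeq2 1.42.0 (the authors' tool) on the same libraries, DESeq2 on only the groups compared, all 24 libraries in a single edgeR fit, edgeR on only the groups compared, an adjusted *P* value under 0.05, the replicate numbers of the sample titles or of the library codes as a block, and each replicate left out in turn. The block by title number called 180 genes between the strains in dark V. A block with the numbers of the light libraries exchanged, a fit without the reads of *eas*, and the settings for the comparison with the gene lists of Data Set S1 were added after the data were seen. With 2 libraries in a group, leaving out 1 gave a log_2_FC but no test. Over genes, the median log_2_FC moved by more than 0.1 with scaling by library size, as given for the developmental experiment. For the interaction of strain and conidiation, that scaling moved it to −0.16 in the dark and −0.13 in the light, and the fit without *eas* moved it to −0.13 in the light. With the RLE normalization, it was 0.13 for the mutant in dark A15 against S.

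The genes named were chosen by a rule set before the data were examined. Named were the genes that the paper names in its RNA-seq results (in the text, in Fig. 4A and 6A and as transcription factors of Data Set S1), including both NCU00541 and NCU00451, and *ve-1*. In each comparison of the strains, the 3 largest rises and 3 largest falls were named among the genes called whose libraries did not overlap between the groups and whose mean was at least 10 CPM in the higher group. The rank was by fitted log_2_FC, which for a group at or under 3 counts is not a measured fold. In each comparison of light or conidiation in the wild type, the 3 largest rises and 2 largest falls by the same rule were named. Of the classes that the paper names for light, the genes called in V of the wild type were named. A gene named outside this rule is marked as chosen after its values were seen. *ve-2* was on the list but was not analysed here, since the tables used give no identifier for it.

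The calculations were tested on simulated data with the replicate structure of the experiments, in which 200 genes were changed. At an adjusted *P* value under 0.001, edgeR called 199 of them in V, 150 in A15 and 164 between A15 and S, and DESeq2 on the same libraries called 199, 193 and 191. With only the groups compared, edgeR called 199, 85 and 125, and DESeq2 199, 191 and 194. Unchanged genes called were 0 with edgeR in each case and at most 6 with DESeq2. The simulated changes were larger than the threshold for a call, in genes with mean counts well above the filter. The noise was drawn independently for each library from the dispersions that edgeR estimated. The shares recovered therefore do not measure the power in the real data. In real dark A15, edgeR did not call *ve-1*, at a log_2_FC of −6.09. As a check of the labels, *ve-1* lay between 66.1 and 283 CPM by library size in the wild type and between 0.883 and 12.7 in the mutant. Of 32 comparisons of a library with the columns of the TPM sheets of the Data Sets, 30 correlated most with the column of the same name (*r* of at least 0.990). The other 2 were replicates 3 and 4 of S of the wild type, which correlated most with each other's column. They belong to the same group, so that no group mean depends on which is which. The replicate blocks, the correlations of same-numbered libraries and the splits of S use the replicate numbers of the table of counts and depend on them, as do the 330 genes called for conidiation of the wild type in the dark with the block by library code.

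The screen of mutants was represented by its criteria, applied to the calls. Measurements by quantitative PCR, images, growth and metabolites were not analysed here.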

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

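The tests in this part, on the S libraries and on the locus of NCU09968, were chosen only after the results were seen.

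Among the libraries of S, 7 values of named genes lay far from those of the other 3 replicates of their group, by a comparison of the gap to the nearest replicate with the range of the group. This was 7 of 48 groups of 4 values examined, where 2.4 are expected by chance. The groups are not independent, since they come from the same 8 libraries. In the wild type, *con-8* was at 11.8 CPM in replicate 4 against 1.32 to 2.10 in the rest, and NCU00798 at 25.2 in replicate 4 against 7.28 to 7.93. Also in the wild type, *csp-2* was at 114.9 in replicate 3 against 79.7 to 85.4. In the Δ*ve-1* mutant, *acon-3* was at 4.67 in replicate 2 against 1.58 to 1.80. Neither a technical nor a biological explanation was tested for these 4 values.

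The other 3 values came from replicate 1 of the mutant. *ve-1*, the deleted gene, was at 18.6 CPM there against 1.29 to 3.33 in the rest (215 counts against 19, 40 and 18), *fl* at 17.1 against 6.39 to 7.75, and NCU09968 at 0.780 against at most 0.0833 (9 counts against 0, 1 and 0). A mixture with wild-type RNA was tested with genes that are near 0 in the mutant. The excess of *ve-1* in this library was 19.3% of the wild-type mean in S, the excess of NCU09968 0.821% and that of NCU09969 2.13%. A mixture would give the 3 genes the same share, so it does not account for the excess of *ve-1*. The total of the library, 16919386 counts, was the highest of S, against 14010994 to 15889569 in the other replicates of the mutant, and a difference of this size does not account for the excess either. No biological explanation was tested, since the libraries of a group share their condition. For NCU09968, the excess rests on 9 counts.

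In S, for which Data Set S1 has no list of DEGs between the strains, NCU09968, a gene that the paper's text does not name, had a log_2_FC of −8.79 (adjusted *P* = 0.000127 from edgeR), lower in 4 of 4 mutant libraries than in each of the 4 wild-type libraries. It was the 1 gene called there, and 1397 genes had an unadjusted *P* value under 0.05. NCU09968 and NCU09969, which overlap by 1364 bases on opposite strands, had at most 11 and 7 counts in any of the 12 libraries of the mutant and at least 780 and 153 in any of the 12 of the wild type. They were the 2 genes with such a gap between the strains, and 0 genes had the converse. Reads shared by the 2 genes were tested with the ratio of their counts over wild-type libraries, whose highest value was 4.63 times the lowest. A fixed ratio would be expected from shared reads, so these do not account for the pattern. A difference between the strains at the locus other than the deletion of *ve-1*, which lies on another chromosome, was tested with the 3 genes on either side. Their largest absolute log_2_FC over 5 comparisons of the strains was 3.38, for NCU07063 in light-exposed A15, while the nearest genes, *stk-49* and NCU07061, had at most 0.437 and 1.58. The low counts of NCU09968 and NCU09969 may reflect regulation by VE-1, but this cannot be told apart from a variant of the mutant strain at the locus.

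Of the 8 splits of the S libraries that put libraries with the same replicate number in different groups, 1, the real one, gave as many DEGs (1 gene). With an adjusted *P* value under 0.05, the real split gave 32 genes and the others 0 to 2. With 8 splits, no share under 0.05 can be reached, whatever the data, so the number of splits decides nothing here.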

How the results depend on the processing

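For every change in this part, the cause was not tested. Results for a single gene, 234 of them, gave 3246 values under the alternatives that kept their direction and their side of the threshold, or moved by less than the spread between replicates. Another 124 passed the threshold under an alternative and 38 no longer passed it. With 1 replicate left out, 45 moved by more than the spread between replicates, and 18 had the opposite sign under the other alternatives. Values with 1 replicate left out were compared with that spread and not counted by sign. Some of them changed sign, such as *vib-1* in light V, from −0.23 to 0.02. The paragraph on DESeq2 on the same libraries gives the main value before the alternative, and the later ones give the value under the alternative. Totals of genes called that are not given under a setting that was run stayed within 1.5 times the main value, and medians not given moved by less than the spread between libraries. Numbers by direction are not covered by this: the downregulated genes called in both strains and light conditions were 27 with edgeR, 111 with DESeq2 on the same libraries, 119 with DESeq2 on only the groups compared, 75 in the fit of all 24 libraries and 19 with scaling by library size only.

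With DESeq2 on the same libraries, the DEGs between the strains went from 53 to 119 in V in the dark, from 47 to 103 in V in the light, from 0 to 235 in A15 in the dark (1560 at an unadjusted *P* value under 0.05 with edgeR), from 2 to 297 in A15 in the light and from 1 to 32 in S. The union of dark and light went from 58 to 138 in V and from 2 to 394 in A15, and the genes shared by dark and light A15 from 0 to 138. For light in A15, 49 genes were called in the wild type and 36 in the mutant, 11 of them in both, from 0 each (759 and 1004 at an unadjusted *P* value under 0.05). For conidiation in the dark, the wild type went from 500 to 856, the mutant from 969 to 1468, the genes shared from 389 to 669 and those of the wild type only from 111 to 187. In the light, the wild type went from 602 to 1051. The interaction of strain and conidiation went from 0 (1047 and 1028 at an unadjusted *P* value under 0.05) to 22 genes in the dark and 22 in the light. The set called in both strains and light conditions went from 322 to 5.4e+02 (rounded to 2 digits). Its medians of upregulated genes were 4.79 and 4.82 in the wild type and 5.81 and 5.90 in the mutant, in the dark and the light, and those of downregulated genes −3.14, −3.23, −3.78 and −4.01. The criteria of the screen were met by 223 genes instead of 50. The sign changed for NCU00541 between the strains in light V (0.0020 to −0.0048), for *fld* in conidiation of the wild type in the dark (−0.00089 to 0.00049) and for the interaction of *cao-2* in A15 (0.0037 to −0.010). Of the results for a single gene, 35 passed the threshold that did not before.

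With DESeq2 on only the groups compared, the strains differed by 118 genes in dark V, 104 in light V, 244 in dark A15, 349 in light A15 and 31 in S. The unions were 141 in V and 468 in A15, and 125 genes were shared by dark and light A15. Light called 75 genes in A15 of the wild type, 32 in the mutant and 12 in both. Conidiation called 923 genes in the wild type in the dark and 1046 in the light, 591 shared by the strains in the dark and 332 in the wild type only, and the interaction 17 in the dark and 35 in the light. The medians of upregulated genes were 4.55 and 4.69 in the wild type and 5.80 and 5.85 in the mutant, and of downregulated genes −3.06, −3.25, −3.73 and −4.02, in the dark and the light. The criteria of the screen were met by 237 genes. The log_2_FC of NCU00541 in light V was −0.0049, and 36 results for a single gene passed the threshold that did not before.

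A fit of all 24 libraries in edgeR called fewer genes in V and more in A15 and S. The strains differed by 2 genes in dark V and by the same number, 2, in light V, with a union of 2. They differed by 13 in dark A15, 23 in light A15, a union of 31 with 5 shared, and 12 in S. Light called 43 genes in V of the wild type, 35 in the mutant and 33 in both, and 1 in A15 of the wild type. Conidiation in the light called 922 genes in the wild type, and its interaction with the strain 3. The medians of upregulated genes were 4.73 and 4.78 in the wild type and 5.80 and 5.88 in the mutant, and of downregulated genes −3.16, −3.25, −3.59 and −3.65. The criteria of the screen were met by 76 genes, and NCU00541 in light V was at −0.011. Of the results for a single gene, 15 no longer passed the threshold and 7 now did.

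At an adjusted *P* value under 0.05, the strains differed by 155 genes in dark V, 144 in light V (union 188), 192 in dark A15, 293 in light A15 (union 368, shared 117) and 32 in S. Light called 119 genes in V of the mutant. Conidiation called 1166 and 1776 genes in the dark and 1344 and 1923 in the light, in the wild type and the mutant, and the interaction 2 in the dark and 6 in the light. In the dark, 902 genes were shared, 263 were called in the wild type only and 873 in the mutant only, and 728 were called in both strains and light conditions. Another gene, NCU05788, was called in opposite directions in the strains in the dark (log_2_FC of 5.899 in the wild type and −3.583 in the mutant) and is in neither the 902, the 263 nor the 873 genes; this name was chosen after its values were seen. This threshold called 33 results for a single gene that were not called before.

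With the replicate number of the sample titles as a block, the strains differed by 180 genes in dark V and 153 in light V (union 209) and by 0 in light A15 (1722 at an unadjusted *P* value under 0.05), with a union of 0 in A15. Light called 119 genes in V of the mutant. Conidiation called 316 genes in the wild type in the dark and 335 in the light, with 246 shared by the strains in the dark, 70 in the wild type only and 193 in both strains and light conditions. NCU00541 in light V was at −0.0032, *fld* in the wild type at 0.76 and the interaction of *mus-18* in V at 0.039 instead of −0.020. In dark A15 and in S, where the changes of same-numbered libraries had correlations of 0.0722 and 0.00704, the block gave 0 and 1 DEGs. With the numbers of the library codes as a block, 2 genes differed in S, 330 were called for conidiation of the wild type in the dark, and *fld* was at 0.78.

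With edgeR on only the groups compared, the strains differed by 5 genes in light V and by 0 in light A15 and 0 in S (2351 and 1079 at an unadjusted *P* value under 0.05). Conidiation called 341 genes in the mutant in the dark, and 219 in the wild type and 505 in the mutant in the light, and the interaction in the dark called 2. NCU00541 in light V was at −0.0086 and *fld* at 0.026, and 17 results for a single gene no longer passed the threshold. In the self-test on simulated data, this setting recovered 42.5% of the changed genes in A15. The share was 75% with edgeR on the 8 libraries of A15 and 96.5% with DESeq2 on these. These shares hold for the large simulated changes only.

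Scaling by library size only gave 2 genes between the strains in dark A15, 4 in light A15 and 2 in S, and 956 for conidiation of the wild type in the light. The medians of upregulated genes were 4.86 in the wild type in the dark and 5.82 and 6.16 in the mutant, and of downregulated genes −4.01, −4.02, −4.37 and −4.83 in the order used before. *acon-2* between the strains in light A15 was at −0.014 instead of 0.13, *fld* at 0.49 and the interaction of *mus-18* in V at 0.0023. Without the filter, the strains differed by 2 genes in dark A15 and 2 in S, 2 were shared by dark and light A15, and *fld* was at 0.0037. With the RLE normalization, the median of downregulated genes in the wild type in the light was −3.94, NCU00541 in light V was at −0.0048, *fld* at 0.00088 and the interaction of *cao-2* in A15 at −0.010; the numbers of DEGs stayed within 1.5 times those with TMM.

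Some alternatives were chosen after the data were seen. Without the reads of *eas*, the median of upregulated genes in the mutant in the light was 6.19 instead of 6.27. Of the 783 entries in the lists of Data Set S1 for V and A15, 96 were called with edgeR, 600 at an adjusted *P* value under 0.05, 197 with the replicate block by title number, 652 with DESeq2 on the same libraries and 774 with DESeq2 on only the groups compared. The exchanged replicate numbers of the light libraries gave 0 genes for light in A15 of the wild type (757 at an unadjusted *P* value under 0.05).

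With 1 replicate left out at a time, the genes of the full fit that kept an absolute log_2_FC of at least 2 ranged from 48 to 53 in dark V and from 44 to 47 in light V between the strains, and were 2 in each case in light A15; in dark A15 there were none to keep. In S, where 3 libraries remain, 0 to 4 genes were called (1397 at an unadjusted *P* value under 0.05 with all libraries). For light, they ranged from 93 to 98 in V of the wild type and from 76 to 78 in the mutant. For conidiation, they ranged from 348 to 497 in the wild type in the dark, from 699 to 1007 in the mutant in the dark, from 425 to 576 in the wild type in the light and from 899 to 1174 in the mutant in the light, including the counts of calls without a replicate of S. For light in A15 and the interactions of strain and light, there were none to keep. For the interactions of strain and conidiation, 0 genes were called without a replicate of S, as with all libraries. The medians of upregulated genes ran from 5.02 to 5.26 and from 4.99 to 5.38 in the wild type and from 6.11 to 6.17 and from 6.11 to 6.27 in the mutant, in the dark and the light. Those of downregulated genes ran from −3.81 to −3.57 and from −4.0 to −3.70 in the wild type and from −4.45 to −4.23 and from −4.65 to −4.35 in the mutant.

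The depth sets the smallest amount that can be seen, 0.137 to 0.214 CPM over the libraries. It limits genes at or near 0 counts in a group, such as NCU09968, NCU09969 and *vad-18* in the mutant and NCU10101 in the wild type, for which a fold is a lower bound or rests on few counts. The block by library code was run for S and for A15 against S. Within V and between the strains in A15 it is the same as the block by title number (union 209 in V), and dark and light A15 share no code number. For the interaction of strain and light, the groups compared are all 8 libraries of the experiment, so the settings with only these groups were not run for it.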

Differences from the paper's values

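In this part, a gap in a number of genes counts as closed when the larger of the 2 numbers is at most 1.5 times the smaller, and a gap in a median when the 2 values differ by no more than the spread between replicates. A closed gap is therefore not an equal number.

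Between the strains in V, the paper gives 129 genes in the dark or the light, and the value here was 58. Of the 7 alternatives set before the data were examined, no filter (87 genes), DESeq2 on the same libraries (138), DESeq2 on only the groups compared (141) and an adjusted *P* value under 0.05 (188) closed the gap, the first and the last of them only just, and the other 3 did not. For the downregulated genes, 47 against the paper's 102, both DESeq2 settings and the threshold of 0.05 closed the gap, and the other 4 did not. For the upregulated genes, 11 against the paper's 27, no filter, both DESeq2 settings, the threshold of 0.05 and the replicate block by title number (union 209) closed it, and the other 2 did not. The lists of Data Set S1 hold the paper's 22 upregulated and 88 downregulated genes in dark V, against 9 and 44 here. No filter, both DESeq2 settings, the threshold of 0.05 and, for the upregulated genes, the block by title number closed the gap, and the rest of the 9 alternatives set before the data were examined did not. In light V, the paper's lists hold 20 and 74, against 11 and 36. The gap closed with no filter, both DESeq2 settings and, for the upregulated genes, the block by title number or, for the downregulated genes, the threshold of 0.05, and not with the rest.

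In A15, the paper gives 457 genes in the dark or the light and 123 in both, against 2 and 0 here. Both DESeq2 settings and the threshold of 0.05 closed these gaps, and the other 4 of the 7 alternatives set before the data were examined did not. In the dark, where 1560 genes had an unadjusted *P* value under 0.05, the paper's value was 237 and the value here 0, with the paper's 208 downregulated genes against 0 and the paper's 29 upregulated genes against 0. The same 3 alternatives closed the gap for all genes and for the downregulated genes, DESeq2 on only the groups compared did so for the upregulated genes, and the rest of the 9 did not. In the light, where 1744 genes had an unadjusted *P* value under 0.05, the paper gives 343 genes, 241 of them downregulated and 102 upregulated. The values here were 2, 2 and 0, and the same 3 of 9 alternatives closed these gaps.

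For light in A15, the paper gives 74 genes in the wild type, 31 in the mutant and 11 in both, against 0, 0 and 0 here (759 and 1004 genes in the wild type and the mutant at an unadjusted *P* value under 0.05). Of the alternatives set before the data were examined, DESeq2 on only the groups compared closed the gap in all 3, and DESeq2 on the same libraries for the mutant and for the genes in both strains. The other alternatives, 8 of 9 in the wild type, 7 of 9 in the mutant and 5 of 7 for both strains, did not.

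For conidiation of the wild type, the paper gives 922 genes in the dark and 1,038 in the light, against 500 and 602 here. Library size only (699 and 956), DESeq2 on the same libraries (856 and 1051), DESeq2 on only the groups compared (923 and 1046), all 24 libraries in a single fit (696 and 922) and the threshold of 0.05 (1166 and 1344) closed both gaps, and the other 5 of the 10 alternatives set before the data were examined did not. In the dark, the paper's 589 genes shared by the strains stand against 389. No filter, both DESeq2 settings and all 24 libraries closed this gap, and the other 3 of 7 did not. The paper's 333 genes of the wild type only stand against 111, and DESeq2 on only the groups compared and the threshold of 0.05 closed this gap, and the other 5 of 7 did not. Of the genes regulated in all strains and conditions, the paper's 119 downregulated genes stand against 27, and both DESeq2 settings and the threshold of 0.05 closed this gap, and the other 4 of 7 did not.

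For the upregulated genes of that set, the paper's medians of the log_2_FC were 5.86 in the mutant in the light, 5.79 in the mutant in the dark, 4.70 in the wild type in the light and 4.52 in the wild type in the dark. The values here were 6.27, 6.30, 5.22 and 5.22. Both DESeq2 settings and all 24 libraries closed the gap for the light in both strains and for the mutant in the dark, where library size only did so too. For the wild type in the dark, DESeq2 on only the groups compared closed it. The rest of the 5 alternatives set before the data were examined did not. For the downregulated genes, the paper's medians were −4.01, −3.72, −3.25 and −2.46 in the same order, and the values here were −4.47, −4.50, −3.77 and −3.68. Both DESeq2 settings closed the gap in the mutant in the light and the dark, and these and all 24 libraries in the wild type in the light. None of the 5 alternatives set before the data were examined closed the gap for the wild type in the dark.

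The paper calls the *sgr-28* and *vib-1* mRNAs reduced in mycelia. *vib-1* had a log_2_FC of −0.35 in dark V, −0.23 in light V and −0.88 in S, and no alternative called it in these. *sgr-28* had −1.0, −0.75 and −1.09, and no alternative called it. Changes of this size are under the absolute log_2_FC of 2 that a call requires. The paper's statement names no threshold, so the absence of a call does not go against it. For *sgr-28*, the adjusted *P* values from edgeR were 0.00569, 0.0186 and 0.111, and every mutant replicate was below every wild-type replicate each time. For *vib-1*, the replicates overlapped in light V and in S. In A15, the paper calls *sgr-28*, *vib-1*, *vos-1*, NCU06965, *vad-12*, NCU05909 and *vad-18*, which edgeR did not call at the threshold of 0.001. Both DESeq2 settings and the threshold of 0.05 called these genes in the dark and the light, except that *vad-18* in the light was not called by DESeq2 on only the groups compared, and the fit of all 24 libraries called *sgr-28*. In dark V, the main test called *vad-12*, with a log_2_FC of −2.15 (adjusted *P* = 0.000889 from edgeR), as did 8 of the 9 alternatives. In light V, its log_2_FC was −1.80, and no test called it. In V, DESeq2, the threshold of 0.05 and the block by title number (180 genes in dark V) called NCU06965 in the dark and *vos-1* in the dark and the light. No filter called *vos-1* in the light, and the threshold of 0.05 called NCU05909. The log_2_FC in V in the dark and the light was −2.28 and −2.51 for *vos-1* and −3.36 and −1.68 for NCU06965. *ve-1* in dark A15, with a log_2_FC of −6.09, was called with library size only, no filter, both DESeq2 settings and the threshold of 0.05.

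The text names NCU00541 among the methyltransferase genes with less mRNA in the mutant, and Fig. 4A gives NCU00451 in its place. In V, NCU00541 had a log_2_FC of 0.08 in the dark and 0.0020 in the light and NCU00451 of −1.46 and −1.24, and no alternative called either. Of the methyltransferase genes that the paper gives as downregulated, NCU05855 was called in V, and NCU05501, NCU05832 and NCU00304 had log_2_FCs of −1.72, −1.84 and −1.76 in the dark and were called under no alternative there. In dark A15, DESeq2 on only the groups compared called NCU05501, NCU05832, NCU00304, NCU00451 and NCU05855, DESeq2 on the same libraries called NCU05501, NCU05832 and NCU00304, and the threshold of 0.05 called NCU05501 and, in the light, NCU05855. Of the genes given as upregulated, *lae-1* in dark A15, with a log_2_FC of 2.75, was called by both DESeq2 settings, all 24 libraries and the threshold of 0.05, and in the light by none. NCU10761 in A15 was called by both DESeq2 settings and the threshold of 0.05 and NCU10101 by these in the light and by the threshold of 0.05 alone in the dark. In S, both DESeq2 settings, all 24 libraries and the threshold of 0.05 called *lae-1*, NCU10101 and NCU10761, the block by library code (2 genes in S) called NCU10761, and the threshold of 0.05 called *ve-1*.

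The paper names *con* genes and genes for carotenoids and DNA repair among those regulated by light. In A15 of the wild type, both DESeq2 settings called *con-6*, *al-1*, *al-2* and *phr*, and DESeq2 on only the groups compared *con-10*. In the mutant, both DESeq2 settings called *con-6*, and DESeq2 on the same libraries *phr*. *con-10* in V of the mutant, with a log_2_FC of 6.41, was called by 7 of the 9 alternatives. In conidiation, *csp-1* of the wild type, with a log_2_FC of 2.03 in the dark, was called with library size only and at the threshold of 0.05, and in the light *csp-1* and *csp-2* with library size only.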

Other observations

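The tests on the library codes, on the replicates of light-exposed A15 and on genes called in 1 strain were chosen only after the results were seen; the splits of 4 libraries and the tests on *eas* and on S were chosen before them.

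In S, which the paper uses as the starting point of conidiation, *ve-1* was at 6.15 ± 8.38 CPM in the mutant and 86.2 ± 12.0 in the wild type (n = 4 each), a log_2_FC of −3.82 (adjusted *P* = 0.0169 from edgeR), lower in 4 of 4 mutant libraries.

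For each comparison of 2 libraries with 2, the 4 libraries can be split into mixed groups in 2 ways. With DESeq2, light in A15 gave 75 genes in the wild type and 32 in the mutant, and the strains differed by 244 genes in dark A15 and 349 in light A15. The mixed split that kept same-numbered libraries apart, as the real split does, gave 0 genes for light in the wild type, 0 for light in the mutant, 0 for the strains in dark A15 and 0 for the strains in light A15. The other mixed split, which put same-numbered libraries together, gave 0, 1, 0 and 0. The real split gave the most genes in each of these comparisons. With so few splits, no share under 0.05 can be reached, whatever the data, so their number decides nothing here.

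The codes of the light-exposed A15 libraries end in 3 and 4, as do those of 2 of the 4 S libraries of each strain, and the dark libraries end in 1 and 2. A difference between libraries with these codes would enter both. The light difference in A15 had a correlation across 8239 genes of 0.0766 in the wild type and 0.103 in the mutant with the difference of S libraries 3 and 4 from 1 and 2. Other splits of the S libraries gave 0.0918 and −0.0256 in the wild type and −0.185 and −0.144 in the mutant. The values by code were no larger in size than the largest of the others, but there are only 2 other splits in each strain, and a difference between codes in A15 need not resemble that in S. In V, dark and light libraries share the codes 1 and 2, and of the 72 genes upregulated by light there in both strains, 64 (88.9%) in the wild type and 59 (81.9%) in the mutant were higher in light-exposed A15, against 52.9% and 47.2% of the other 8121 genes. A batch by code alone does not account for this. Light and code are the same split of the A15 libraries, so a part of the light difference due to a batch cannot be told apart from it.

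The replicates of A15 differed in part along the difference between the strains. Over 8239 genes, replicate 2 minus replicate 1 had a correlation with the strain difference in the other light condition of −0.452 in the wild type in the dark, 0.527 in the wild type in the light, 0.0351 in the mutant in the dark and 0.262 in the mutant in the light. The sign depends on the order of the replicates. With dark A15 against S of the other strain, the correlations were −0.294, 0.205, 0.0102 and −0.153 in the same order. The explanations were tested for the wild type in the light, where the first correlation was the largest. Different progress of conidiation in the 2 cultures is a candidate explanation, with the correlation of 0.205. That value is above 0 and below 0.527, and the pattern cannot be told apart from such a difference. The totals of the libraries had a ratio of 1.02, so library size does not account for it.

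The genes upregulated in conidiation in both strains and light conditions had higher medians in the mutant than in the wild type, by 1.08 in the dark and 1.05 in the light. Without the reads of *eas*, which made up to 17.4% of the counts in A15, the differences were 1.01 and 0.959, so the reads of this gene do not account for them. This test covers only that gene. Lower counts in S of the mutant do not account for them, since these 295 genes had a median log_2_FC between the strains of −0.109 in S, with 119 of them higher in the mutant, against 0.877 in dark A15 and 0.599 in light A15, with 210 and 194 higher. The 27 downregulated genes had medians of 0.138 in S, with 18 higher in the mutant, −0.498 in dark A15, with 12 higher, and −1.04 in light A15, with 6 higher. The interaction of strain and conidiation was called for 0 genes with edgeR (1047 of all genes in the dark and 1028 in the light at an unadjusted *P* value under 0.05), and the cultures were not shown to be at the same point of conidiation.

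Few genes were called for light in A15 of both strains, and different light responses are a candidate explanation. Of the 75 genes that DESeq2 on only the groups compared called in the wild type, 69 were tested in the mutant and 62 (89.9%) changed there in the same direction, with a median log_2_FC of 1.92 in that direction. Of the 32 called in the mutant, 30 (93.8%) changed in the same direction in the wild type. For the genes called in the wild type, the interaction of strain and light was called for 0 with DESeq2, with 2 at an adjusted *P* value under 0.05, and for those called in the mutant for 0 and 0. The test goes against different directions of the response in the strains.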
